# Comprehensive transcriptome profiling of *Salvia miltiorrhiza* for discovery of genes associated with the biosynthesis of tanshinones and phenolic acids

**DOI:** 10.1038/s41598-017-10215-2

**Published:** 2017-09-05

**Authors:** Wei Zhou, Qiang Huang, Xiao Wu, Zewen Zhou, Mingquan Ding, Min Shi, Fenfen Huang, Shen Li, Yao Wang, Guoyin Kai

## Abstract

Tanshinones and phenolic acids are crucial bioactive compounds biosynthesized in *Salvia miltiorrhiza*. Methyl jasmonate (MeJA) is an effective elicitor to enhance the production of phenolic acids and tanshinones simultaneously, while yeast extract (YE) is used as a biotic elicitor that only induce tanshinones accumulation. However, little was known about the different molecular mechanism. To identify the downstream and regulatory genes involved in tanshinone and phenolic acid biosynthesis, we conducted comprehensive transcriptome profiling of *S. miltiorrhiza* hairy roots treated with either MeJA or YE. Total 55588 unigenes were assembled from about 1.72 billion clean reads, of which 42458 unigenes (76.4%) were successfully annotated. The expression patterns of 19 selected genes in the significantly upregulated unigenes were verified by quantitative real-time PCR. The candidate downstream genes and other cytochrome P450s involved in the late steps of tanshinone and phenolic acid biosynthesis pathways were screened from the RNA-seq dataset based on co-expression pattern analysis with specific biosynthetic genes. Additionally, 375 transcription factors were identified to exhibit a significant up-regulated expression pattern in response to induction. This study can provide us a valuable gene resource for elucidating the molecular mechanism of tanshinones and phenolic acids biosynthesis in hairy roots of *S. miltiorrhiza*.

## Introduction

*Salvia miltiorrhiza* Bunge (Dan shen in Chinese) is a traditional Chinese herb with significant medicinal and economic values. It has been used widely to treat many cardiovascular diseases such as menstrual disorder, blood circulation disturbance, inflammation and angina pector^1^. The active ingredients of *S. miltiorrhiza* can be divided into two groups: one group is water-soluble phenolic acids, such as rosmarinic acids (RAs), salvianolic acids and lithospermic acid, functions as antibacterial, anti-oxidative and antiviral reagents^2^; the other group is diterpenoid tanshinone, including tanshinone I, tanshinone IIA, tanshinone IIB, dihydrotanshnone I and cryptotanshinone, exhibits various pharmacological activities including antioxidant, antitumor and anti-inflammatory properties. The active constituents obtained from cultivated *S. miltiorrhiza* is low and cannot meet the rapidly increasing market need^3, 4^. Genetic manipulation of active ingredients biosynthesis pathway in plants or hairy roots provide us a promising strategy^5^, which rely on the detail understanding of the biosynthesis pathway and regulation mechanism.

The unique chemical constituents of *S. miltiorrhiza*, diterpenoids tanshinones are derived predominantly from the plastidic methylerythritol phosphate (MEP) pathway or partly through the cytoplasmic mevalonate (MVA), with possible cross-talk between the common precursors of isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP)^4–6^. The phenolic acids in *S. miltiorrhiza* are synthesized via the tyrosine-derived and phenylpropanoid pathways^7^.

Until now, some key enzyme genes in the upstream of biosynthesis pathways of bioactive compounds in *S. miltiorrhiza* have been cloned and characterized by conventional cloning methods with slow speed^8–12^. To overcome the limitations of conventional methods, next generation (NG) sequencing methods such as Illumina, provide an easy way for quick analysis of one organism’s transcriptome with numerous genes. Some studies have attempted to elucidate the entire biosynthesis processes of bioactive compounds in *S. miltiorrhiza* by analyzing its transcriptome and have cloned several transcription factors (TFs) associated with the biosynthesis and regulation of these bioactive compounds^13–18^. It is reported that some cytochrome P450 proteins, decarboxylase, dehydrogenase and reductase probably participate in the catalytic reaction steps in the downstream biosynthesis of tanshinones through analyzing the structure traits of downstream compounds. But the exact information about the downstream enzymes catalyzing the several steps from ferruginol to tanshinones in tanshinone biosynthesis pathway and from rosmarinic acid to lithospermic acid in phenolic acids biosynthesis pathway is still unknown (Supplementary Fig. S1).

Methyl jasmonate (MeJA) and yeast extract (YE) are proposed to be effective elicitors to increase the accumulation of tanshinones and phenolic acids. Most of the genes involved in these pathways are also induced by MeJA or YE^19^. As we found that MeJA was an effective elicitor to enhance the production of phenolic acids and tanshinones simultaneously, while YE was an elicitor only for tanshinones accumulation. Little is known about the different molecular mechanism lay behind. To identify the downstream and regulatory genes involved in tanshinone and phenolic acid biosynthesis, we conducted comprehensive transcriptome profiling of *S. miltiorrhiza* using hair roots treated with MeJA or YE by RNA-seq strategy, respectively. Some important candidate downstream biosynthetic genes and regulatory genes were predicted. It would be an interesting work for functionally identifying the downstream biosynthetic genes in the biosynthesis of tanshinones and phenolic acids and elucidating the molecular mechanism of MeJA-mediated and YE-mediated biosynthesis of tanshinone and phenolic acid.

## Results and Discussion

### Transcriptome sequencing, de novo assembly and sequence clustering

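RNA sequencing was used to compare hairy roots of *S. miltiorrhiza* with and without an elicitor. Hairy roots are root cultures grown from plant tissue that carries genes transferred by a soil bacterium. Methyl jasmonate (MeJA) is a plant hormone of the wound response, applied here at 0.1 mM, and yeast extract (YE) is a crude preparation of yeast to which plant cells respond as to a microbe. Libraries were made from the untreated control and from roots treated with MeJA for 1 h (MeJA-1h) and 6 h (MeJA-6h). Others came from roots treated with YE for 1 h (YE-1h) and 12 h (YE-12h). The control was taken at 0 h. No library comes from roots kept for the same hours without an elicitor or with the ethanol solvent of MeJA alone. Each difference from the control may therefore also carry time, handling or solvent. Counts pooled by elicitor set 1 h and 6 h of MeJA beside 1 h and 12 h of YE. Each library held the mixed RNA of 3 cultures, so there was 1 library per condition. No difference between conditions therefore has a replicate check within the sequencing data, and the intervals given with values cover counting error only. For selected genes the paper reports qRT-PCR with 3 biological replicates, which was not analysed here. The authors filtered the reads, assembled them into unigenes without a genome, counted read pairs on each unigene and computed RPKM values, which scale the reads to the length of the unigene and to the total reads mapped. Both tables hold 55588 unigenes. The deposited counts are whole numbers, but they look like estimated counts with the decimals dropped. Of 318 low counts compared, the reads implied by the RPKM value lay at least 0.1 above the count in 203 and more than 0.1 below it in 0.

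The counts summed to 13395770 read pairs in the control, 16070622 in MeJA-1h, 15789097 in MeJA-6h, 19055712 in YE-1h and 20358510 in YE-12h. These totals were between 97.8% and 98.2% of the paper's clean reads taken as pairs, and the values given with the paper's conclusions use the counted totals. For a unigene of 1 kb, the smallest signal taken as measurable, 3 read pairs, was an RPKM of 0.224 in the control and 0.147 in YE-12h. Fold changes were ratios of deposited RPKM values, which scale each library by its counted total. A library with 3 reads or fewer was set to 3 reads, and the fold change was then a lower bound, written as "at least". No fold change was computed where both libraries had 3 reads or fewer. The choices that could change the numbers were the scaling between libraries, the treatment of low RPKM values and the FDR threshold. Another was whether variation between libraries beyond counting error was assumed. Unigenes of one gene family share sequence, and the counting of reads that match several of them is not resolved in the tables, so values of close paralogs are uncertain. Gene names were taken from the paper's tables, since 0 of the 55588 unigene names matched a reference table of 42046 *S. miltiorrhiza* genes, and no genome positions are given.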

The sequencing of five *S. miltiorrhiza* hairy root cDNA libraries generated 37,866,226 raw reads from the non-elicitor treated control, 42,574,704 from MeJA-1h (Sample was induced by MeJA for one hour), 42,514,138 from MeJA-6h, 49,822,250 from YE-1h and 54,383,514 from YE-12h. Approximately 25% of raw reads were removed post filtering of adapter sequences, low quality reads and short reads. Further, 27364554 valid reads in control, 32801610 in MeJA-1h, 32161100 in MeJA-6h, 38973026 in YE-1h and 41483248 in YE-12h were assembled de novo using trinity^20^, which resulted in total 55588 unigenes. The statistical summary of data is outlined in Table 1. 

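The share of raw reads removed, computed from the read numbers in Table 1, was 27.7% for the control, 23.0% for MeJA-1h, 24.4% for MeJA-6h, 21.8% for YE-1h and 23.7% for YE-12h. All but a few unigenes had reads in each library. No read was counted on 232 unigenes in the control, 151 in MeJA-1h, 167 in MeJA-6h, 140 in YE-1h and 92 in YE-12h. The median unigene had 75 reads in the control and 101 in YE-12h. The most abundant unigene took between 1.79% and 2.74% of the counted reads, and the 100 most abundant took between 16.0% and 16.9%.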

The average unigene length was 1292.04 bp, GC content was 49% and N50 was 1772 bp.

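The length of each unigene was implied by its counts, its RPKM values and the library totals. Over all 55588 unigenes the implied lengths had a mean of 1289 bp and an N50 of 1772 bp, and ranged from 249 to 12463 bp. In the 10947 unigenes with at least 200 reads in all 5 libraries, the implied length differed between libraries by a mean coefficient of variation of 0.057%. By their names, 4822 unigenes came from the assembly of the control, 5395 from MeJA-1h, 4451 from MeJA-6h, 3857 from YE-1h and 4225 from YE-12h. The other 32838 carry no library name and were taken here as merged from several assemblies, which the names do not state. GC content was not analysed here.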

**Table 1:** Summary of *S. miltiorrhiza* transcriptome.

	Control	MeJA-1h	MeJA-6h	YE-1h	YE-12h	All Unigene
Raw Reads	37866226	42574704	42514138	49822250	54383514	—
Clean Reads	27364554	32801610	32161100	38973026	41483248	—
Number of contigs	46354	48181	44857	51660	46708	55588
Number of characters	40707368	40872184	39108985	45165688	44225189	71821817
Maximum contig length(bp)	11988	12449	12002	10940	12280	12449
Minimum contig length(bp)	201	201	201	201	201	300
Median contig length(bp)	589	558	580	588	646	1022
Average contig length(bp)	878.18	848.31	871.86	874.29	946.84	1292.04
Contig N50 length(bp)	1340	1304	1338	1348	1461	1772
GC% content after filtering (%)	49	49	49	49	49	49
Reads mapping to All-Unigene (%)	97.61	97.68	97.95	97.44	97.81	—

### Unique sequence annotation

Unigenes were searched against non-redundant protein database (NR) in NCBI and the Swiss-Prot database and 42458 unigenes had at least one match to known protein sequences. After consolidation, 76.4% unigenes had been functionally annotated. *S. miltiorrhiza* belongs to *Lamiaceae* family, the whole genome of this family has not been assembled nicely so far^20^. This may be one of the reasons for relatively low homology results. Although EST database of *S. miltiorrhiza* was developed earlier but only reported very few unique transcripts^21, 22^. The sequences with unknown homology may represent genes involved in metabolic processes which are unique to this plant and whose intermediates and enzymes have not been identified so far. Moreover, transcriptome studies of other plant species have also reported functional annotation of about half of unigenes. For example, only 49.88% of the unigene could be annotated in transcriptomes of *Cymbidium sinence* ^23^. Further, significant match could be assigned to only 55% of the unigenes in bamboo transcriptome^24^ and only 52.89% of the unigenes from *Amaranthus tricolor* showed significant similarity to known genes^25^.

### Differential gene expression analysis and functional classification

In *S. miltiorrhiza* hairy root cultures, methyl jasmonate (MeJA) was an effective elicitor to enhance the production of phenolic acids and tanshinones, while yeast extract (YE) was only effective for tanshinones biosynthesis. In order to identify the different molecular mechanism of MeJA-mediated and YE-mediated biosynthesis of tanshinone and phenolic acid, we studied differential gene expression (DGE) between MeJA-induced and YE-induced *S. miltiorrhiza* hairy root.

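Each elicited library was compared with the control library by edgeR's binomTest, which asks whether the reads of a unigene divide between 2 libraries in proportion to their totals. This read test compares 2 libraries and not 2 conditions, because it includes counting error but no variation between cultures. The Benjamini-Hochberg adjustment ran over unigenes with at least 1 read in either library, which were 55565 for MeJA-1h, 55563 for MeJA-6h, 55545 for YE-1h and 55540 for YE-12h. The adjusted value was held to 0.01 and the RPKM fold change to 2. On counts simulated with counting error alone, the read test recovered 196 of 200 unigenes with a known change and called 1 unchanged unigene. The 200 had at least 30 expected control reads, and their simulated changes were all larger than 2-fold. Recovery near 2-fold or at lower read numbers was not measured. On counts that also varied between libraries with a coefficient of variation of 0.2, the read test called 2.37% of the unchanged unigenes, and with 0.4 it called 20.9%. edgeR's exact test with an assumed coefficient of variation of 0.4 called 0 unchanged unigenes on the latter, but it also recovered 0 of the 200 changed ones. Both coefficients apply to whole libraries, each of 3 mixed cultures in the real data, and not to single cultures. Among unigenes with more than 30 reads, the median log2 fold change was -0.28 at MeJA-1h, -0.22 at MeJA-6h, -0.14 at YE-1h and -0.14 at YE-12h. TMM scaling raised every fold change by 0.28, 0.24, 0.15 and 0.16 in the same order.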

We calculated the normalized expression values Reads Per Kilobase per Million mapped reads (RPKM) of each unigene, and those with > 2-fold change and a false discovery rate (FDR) < 0.01 were considered as differentially expressed genes^26^. Total of 5767 unigenes in MeJA-induced transcriptome and 4482 unigenes in YE-induced transcriptome were significantly upregulated (Supplementary Table S1). 

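At MeJA-1h 3213 unigenes passed upwards and 4441 downwards, and at MeJA-6h 2861 upwards and 5046 downwards. At YE-1h 3270 unigenes passed upwards and 2684 downwards, and at YE-12h 1571 upwards and 2093 downwards. Counted once per elicitor, 4402 unigenes were up-regulated at 1 or both MeJA times and 3942 at 1 or both YE times. Counted once per time, the totals were 6074 for MeJA and 4841 for YE. Both MeJA times shared 1672 up-regulated unigenes and both YE times shared 899, and 2371 were up-regulated at YE-1h but not at YE-12h. Of the up-regulated unigenes, 1518 responded to both elicitors, 2884 to MeJA alone and 2424 to YE alone. Supplementary Table S1 was at hand in part. Of its entries, 308 of 360 for MeJA-1h and 280 of 296 for MeJA-6h also passed upwards here.

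With the FDR threshold of 0.05 from the paper's methods, 4885 unigenes were up-regulated by MeJA and 4489 by YE. The counts moved most under the exact test with a coefficient of variation of 0.4, which left 231 for MeJA and 115 for YE. The balance of rises and falls depended on the scaling and on the test. Rises made up 42.0% of the calls at MeJA-1h, 36.2% at MeJA-6h, 54.9% at YE-1h and 42.9% at YE-12h, against 66.4%, 56.8%, 68.0% and 61.8% with TMM scaling. Under the exact test with a coefficient of variation of 0.2 the shares were 67.0%, 54.5%, 76.6% and 76%.

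**Figure D1:**
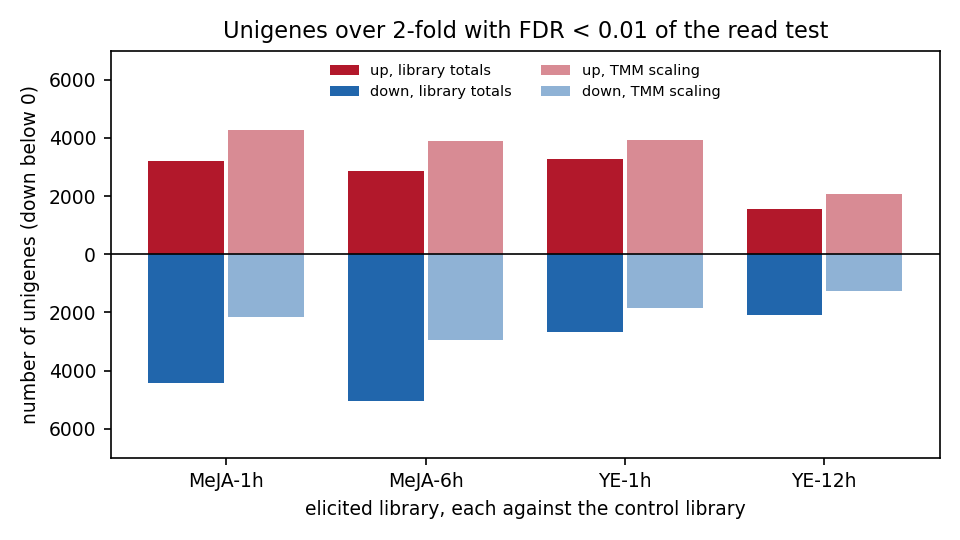
Number of unigenes that passed the read test (y axis) in each elicited library against the control (x axis). Rises and falls, the latter drawn below 0, are shown with the library totals as deposited and with TMM scaling. With the totals as deposited falls outnumber rises except at YE-1h, and with TMM scaling rises outnumber falls in all 4 comparisons.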

Gene ontology (GO) enrichment analysis was carried out to identify the major functional categories represented by differentially expressed genes. We observed that in MeJA-induced upregulated genes, the top five classes contributed to ‘biological process’ were oxidation-reduction process, response to wounding, secondary metabolic process, response to jasmonic acid and jasmonic acid biosynthetic process (Fig. 1A). As to the genes upregulated in YE-induced transcriptome, response to chitin, respiratory burst involved in defense response, oxidation-reduction process, intracellular signal transduction and protein targeting to membrane were the top five categories (Fig. 1B). In the molecular function category, the top five classes represented by MeJA- and YE-induced upregulated genes were all oxidoreductase activity, iron ion binding, electron carrier activity, heme binding and oxygen binding (Fig. 1A,B). Kyoto enclyclopedia of genes and genomes (KEGG) analyses of differentially expressed genes showed that genes involved in biosynthesis of secondary metabolites, phenylpropanoid biosynthesis, metabolic pathways, sesquiterpenoid and triterpenoid biosynthesis, and alpha-linolenic acid metabolism were predominantly enriched in MeJA-induced transcriptomes (Fig. 1C), while in YE-induced transcriptome, biosynthesis of secondary metabolites, plant-pathogen interaction, stilbenoid, diarylheptanoid and gingerol biosynthesis, phenylpropanoid biosynthesis, and terpenoid backbone biosynthesis represented the major classes (Fig. 1D). YE can be treated as a biotic elicitor and MeJA is a hormone elicitor. YE can promote the biosynthesis of tanshinones, while MeJA is effective for accumulation of both tanshinones and phenolic acids^5, 6^. The number of DEGs related to the biosynthesis of secondary metabolites, phenylpropanoid biosynthesis, metabolic pathways, sesquiterpenoid and triterpenoid biosynthesis mediated by plant hormone signal transduction in MeJA-induced transcriptome is significantly more than in YE (Supplementary Table S2), while in case of YE-induced transcriptome, genes related to plant-pathogen interaction and terpenoid backbone are much more than in MeJA-induced (Supplementary Table S3). In fact, several studies confirmed that YE had a more significant influence on the genes involved in sesquiterpenoid and triterpenoid biosynthesis while MeJA had a remarkable effect on the genes involved in phenylpropanoid, phenylalanine, tyrosine and tryptophan metabolic pathways, which is consistent with the effect of YE and MeJA on the biosynthesis of tanshinone or/and phenolic acid^3, 19^. The different enrichment of YE and MeJA induced transcriptome implied that these genes responding to tanshinone and phenolic acid biosynthesis mainly exists in biosynthesis of secondary metabolites, phenylpropanoid, metabolic pathways, sesquiterpenoid and triterpenoid, plant hormone signal transduction and plant-pathogen interaction classes. These annotation processes for DGEs provide a valuable resource for identifying specific biosynthetic genes and related genes in signal transduction pathways that respond to MeJA and YE in *S.miltiorrhiza* separately, especially for providing useful information to examine the fine mechanism of plant secondary metabolites in *S. miltiorrhiza*.

**Figure 1:**
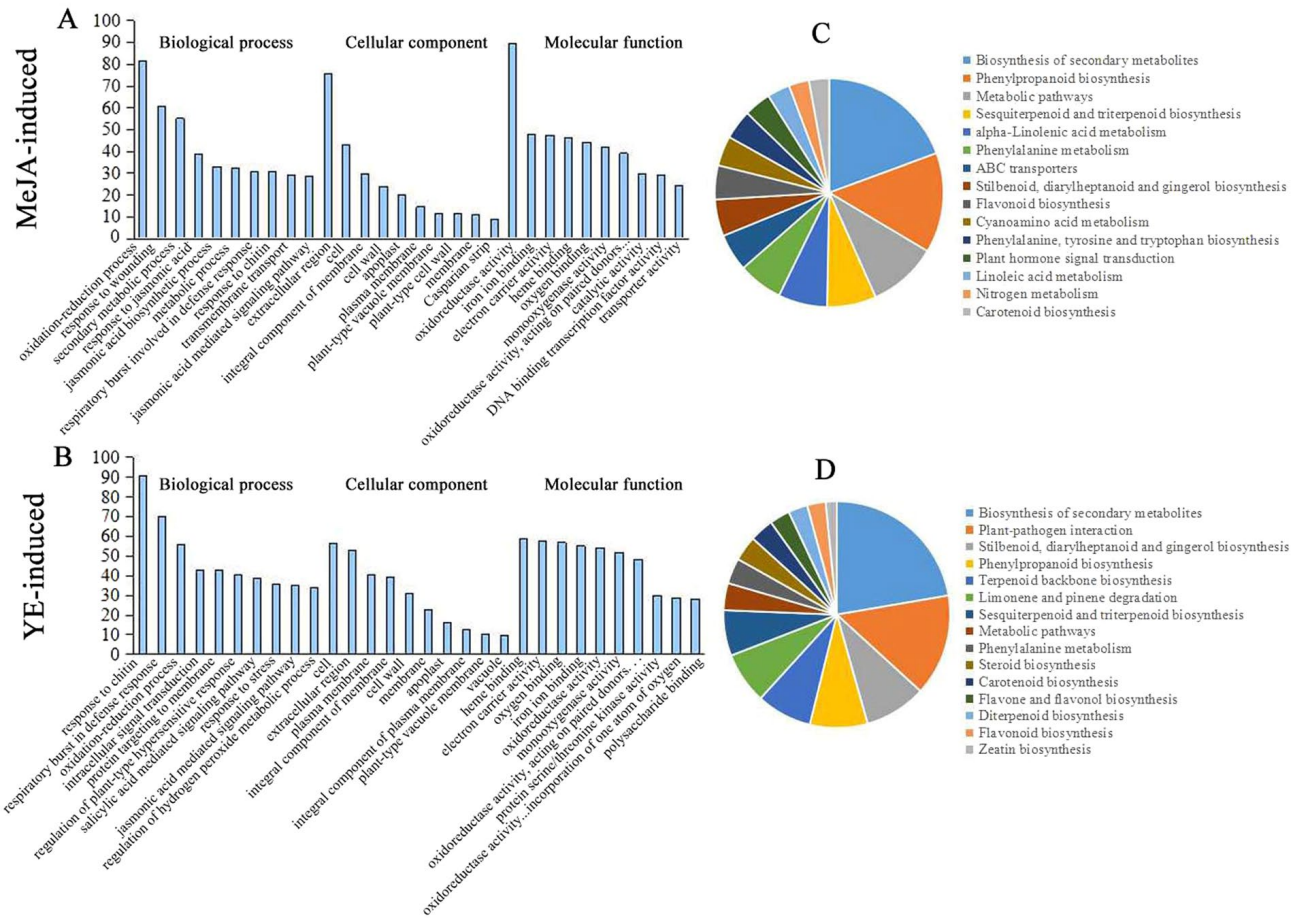
GO and KEGG analysis of unigenes by MeJA and YE. (**A**,**B** bar chart shows GO terms associated with unigenes up-regulated by MeJA and YE separately. (**C**,**D**) pie chart representing KEGG classes of MeJA and YE- induced differently expression genes).

### Content of tanshinones and phenolic acids by HPLC

The total content of tanshinones (TT) and phenolic acids (TPH) in *S. miltiorrhiza* hairy roots were detected by HPLC. Tanshinones (including DT, CT, T1 and T2A) got a significant increase in hairy roots induced by MeJA and YE separately than the control. For YE-induced hairy roots, a maximum 4.47 folds increase of total tanshinones (TT) was observed, and a 1.94 folds increase were found in MeJA-induced hairy roots. MeJA, but not by YE, could induce the content of phenolic acids (TPH comprising of Sal A, Sal B and CA). For the hairy roots induced by MeJA, the total content of phenolic acid (TPH) got a maximum 0.56 fold increase compared with the control (Fig. 2).

**Figure 2:**
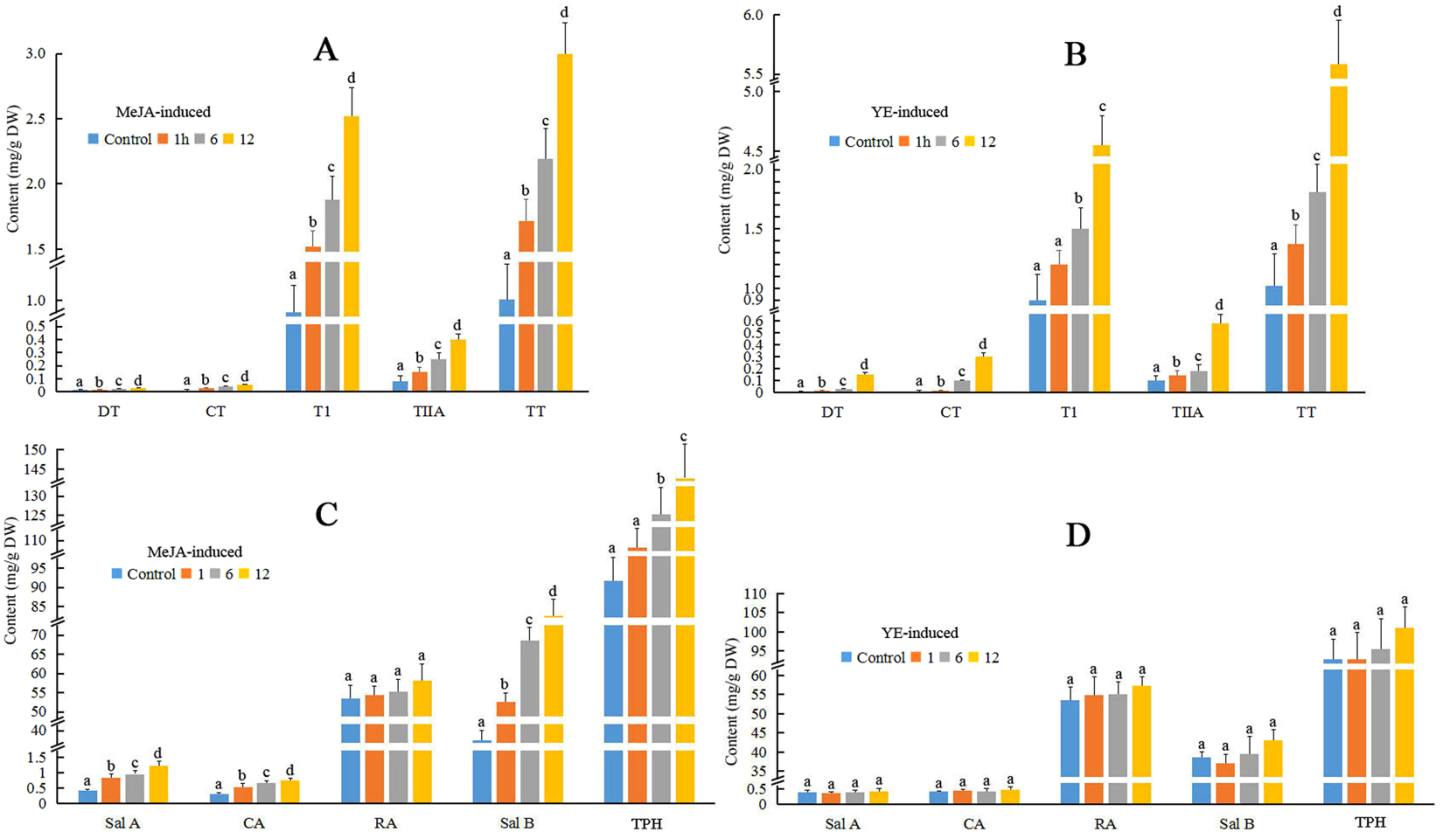
Content of tanshinones and phenolic acids assayed by HPLC. ((**A**,**C**) hairy root lines induced by MeJA; (**B**,**D**), hairy root lines induced by YE. Error bars represent standard error of the mean. The lower case letters above the column show the content of tanshinones and phenolic acids have a variance that are significantly different, based upon *T*-tests (*p* < 0.05); DT, dihydrotanshinone; CT, cryptotanshinone; T1, tanshinone I; TIIA, tanshinone IIA; TT, total of tanshinones; SalA, salvianolic acid A; CA, caffeic acid; RA, rosmarinic acid; SalB, salvianolic acid B; TPH, total of phenolic acids).

### MeJA and YE responsive genes related to tanshinones and phenolic acids biosynthesis

Previous studies found that MeJA and YE can induce the expression of genes involved in the biosynthesis of tanshinones and phenolic acids and lead to the accumulation of these compounds in *S. miltiorrhiza* ^3, 19^. To elucidate the whole molecular mechanism of MeJA and YE-mediated tanshinones and phenolic acids biosynthesis, the expression of genes involved in tanshinones and phenolic acids biosynthesis were investigated. We observed 66 unigenes that encoded 26 enzymes involved in the biosynthetic pathways of tanshinones. In addition, we identified 37 unigenes that encoded 17 enzymes involved in the biosynthetic pathways of phenolic acid. These genes encode the enzymes involved in the MEP/MVA pathway and the downstream pathway for the biosynthesis of tanshinone, which include *DXS*, *DXR*, *CMK*, *MCS*, *HDS* and *IDS* in MEP pathway, *AACT*, *HMGR*, *HMGS*, *MK, PMK* and *MDC* in MVA pathway and *IPPI*, *GGPPS*, *GPPS*, *FPPS*, *KSL*, *CYP76AH1* and *CYP76AH3* in the downstream pathway for tanshinone biosynthesis (Supplementary Table S4). 

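Supplementary Table S4 gives the 66 unigenes under 26 names. Of the 66, 52 had a higher RPKM value than the control at MeJA-1h, 59 at MeJA-6h, 59 at YE-1h and 51 at YE-12h. With TMM scaling the numbers were 62, 62, 60 and 54 in the same order. The log2 fold changes of the 66 unigenes ranged from -0.40 to 4.83 at MeJA-1h and from -0.67 to 3.31 at MeJA-6h. They ranged from -1.33 to 3.28 at YE-1h and from -0.66 to 2.26 at YE-12h.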

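The 37 phenolic acid unigenes carry 17 names in Supplementary Table S4. At MeJA-1h 34 of them rose and 2 fell. At MeJA-6h 36 rose and 1 fell, while all 37 rose with TMM scaling. At YE-1h 19 rose and 16 fell, and at YE-12h 16 rose and 20 fell, but 22 rose at YE-12h with TMM scaling. Where these numbers do not add up to 37, the remaining unigenes had 3 reads or fewer in both libraries.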

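For each gene the unigene with the highest mean RPKM value was taken. In the MEP pathway *DXS2* (SmiContig21878) had an RPKM value of 112 in the control, 173 in MeJA-1h, 206 in MeJA-6h, 553 in YE-1h and 534 in YE-12h. *DXR* (SmiContig13234) rose 2.06-fold at YE-1h and 2.83-fold at YE-12h. *IDS* (SmiContig18288) rose 2.42-fold and 2.78-fold at the same times, *HDS1* (SmiContig8237) 2.35-fold and 2.41-fold, and *MCS* (c20596_Smj-6h_g1_i3) 2.47-fold and 1.78-fold. At MeJA-1h *DXR*, *MCS* and *IDS* had log2 fold changes of -0.21, -0.10 and -0.08, which became 0.06, 0.18 and 0.19 with TMM scaling. At MeJA-6h the values of these genes were 0.24, 0.37 and 0.37. *HDS1* rose 2.05-fold at MeJA-1h and 1.96-fold at MeJA-6h.

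In the MVA pathway *HMGR2* (SmiContig32425) rose from an RPKM value of 73.6 to 543 at MeJA-1h and 382 at YE-1h, and *HMGS* (SmiContig18784) from 146 to 705 and 654. *MK* (SmiContig5870) rose 2.01-fold at MeJA-1h and 2.68-fold at YE-1h. *MDC* (SmiContig28339) rose 2.24-fold and 2.36-fold at these times, and *PMK* (SmiContig2894) 1.27-fold and 2.18-fold.

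Downstream, *GPPS2* (SmiContig11755) had 652 reads in the control and 19330 in MeJA-1h, a 24.7-fold rise. This rise also passed the exact test with a coefficient of variation of 0.4, with an FDR of 0.001. *GPPS2* was 8.42-fold higher at MeJA-6h, and its log2 fold change was 0.56 at YE-1h and -0.26 at YE-12h. *GGPPS1* (SmiContig27610) was higher by 4.87-fold at YE-1h and 3.3-fold at YE-12h against 1.04-fold at MeJA-1h and 1.00-fold at MeJA-6h. *CYP76AH3* (SmiContig31867) rose 2.16-fold at YE-1h and 3.1-fold at YE-12h. Its log2 fold change at MeJA-1h was -0.17, and 0.11 with TMM scaling.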

Almost all the genes in the biosynthesis pathway for tanshinone identified in our transcriptome dataset were confirmed by previous studies^9–12^. 

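RPKM values over 2-fold above the control were found for 34 of the 66 tanshinone unigenes with MeJA, which carry 18 names, and for 50 with YE, which carry 19 names. Of these unigenes, 18 passed 2-fold with both elicitors. By library, 30 unigenes passed at MeJA-1h, 18 at MeJA-6h, 49 at YE-1h and 26 at YE-12h, and 2 fell to under 0.5 of the control at YE-1h. When the FDR of the read test was also required, the numbers were 31 with MeJA and 50 with YE. With a control RPKM value under 1 set to 1, the number with MeJA was 33. The requirement that moved the numbers most was the exact test with a coefficient of variation of 0.4, which left 2 unigenes with MeJA and 0 with YE.

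The median log2 fold change of the 66 unigenes was 0.62 at MeJA-1h (95% interval from resampled reads, 0.52 to 0.76), 0.55 at MeJA-6h (0.48 to 0.68), 1.18 at YE-1h (1.16 to 1.25) and 0.86 at YE-12h (0.81 to 0.98). Each median was at percentile 100 of 10000 random lists of the same size matched on mean expression, as a description of these libraries. All 66 unigenes exceeded 2-fold in at least 1 elicited library, while the random lists were not chosen by fold change. If the paper's list was chosen that way, high percentiles were close to given, so they are no separate evidence of a pathway response. Relative to the median of all unigenes the medians were 0.90, 0.77, 1.33 and 1.00. Whether the elicitors differ in their effect was not tested, since 1 library per condition gives no estimate of the variation between cultures.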

Compared to MeJA, YE had a more significant effect on genes involved in biosynthesis of tanshinone, which got 50 unigenes (encoded 19 enzymes) having RPKM values >2 folds change more than the control while 33 unigenes (encoded 18 enzymes) got the RPKM values change 2-fold more than the control induced by MeJA (Supplementary Table S4 and Supplementary Fig. S2). 

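*KSL1* was represented by 2 unigenes. SmiContig32378 had 1158 reads in the control, 1780 in MeJA-1h, 1573 in MeJA-6h, 8898 in YE-1h and 3673 in YE-12h. Its log2 fold change with MeJA was 0.36 at 1 h (95% interval of counting error, 0.25 to 0.47) and 0.20 at 6 h (0.09 to 0.32), with an FDR of the read test of 4.3e-10 and 0.001, but neither reached 2-fold. With YE it was 2.43 at 1 h and 1.06 at 12 h. The other unigene, c22080_Smj-6h_g1_i2, was 1.25-fold and 1.17-fold higher with MeJA and 6.58-fold and 1.89-fold higher with YE.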

The expression level of *KSL* response to MeJA is consistent with the result obtained by Ma *et al*.^12^, but was not coincided with Luo *et al*.^16^, which may be caused by the different treated plant materials.

Unlike this, the expression patterns of genes involved in phenolic acid biosynthesis pathways were diverse. 

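The median log2 fold change of the 37 phenolic acid unigenes was 1.65 at MeJA-1h (95% interval from resampled reads, 1.53 to 1.71) and 1.42 at MeJA-6h (1.38 to 1.51), both at percentile 100 of the random lists. It was 0.09 at YE-1h (-0.09 to 0.13), at percentile 99.3, and -0.03 at YE-12h (-0.14 to 0.01), at percentile 69.9. The median at YE-1h became -0.10 when the unigenes of each gene were summed, and that at YE-12h became 0.13 with TMM scaling. Relative to the median of all unigenes, the medians were 1.92, 1.64, 0.23 and 0.11. Of the 37 unigenes, 35 exceeded 2-fold in at least 1 elicited library, so the percentiles with MeJA carry the same limit as those of the tanshinone unigenes.

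**Figure D2:**
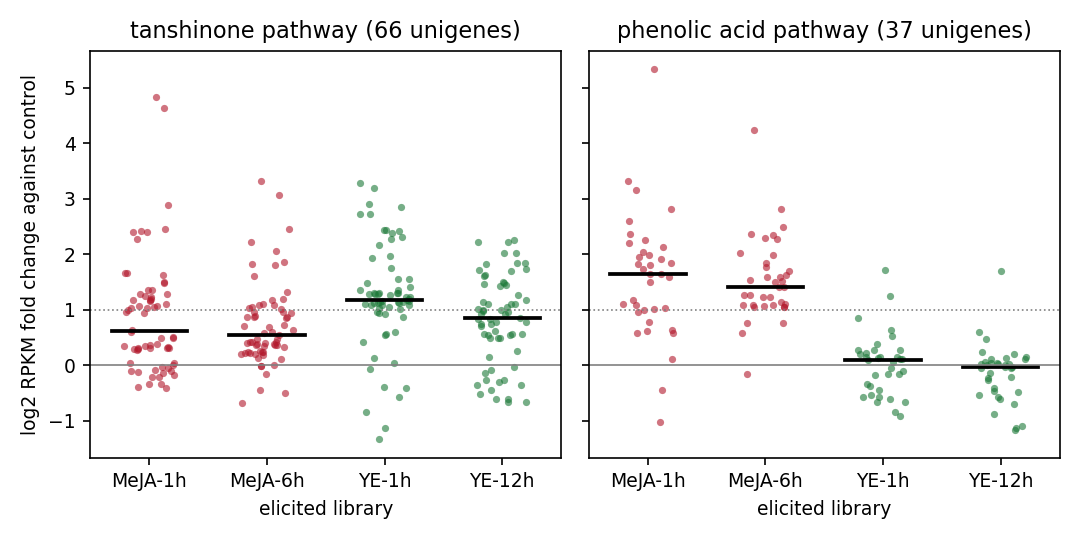
Log2 fold change of RPKM over the control (y axis) of each tanshinone and phenolic acid pathway unigene in the 4 elicited libraries (x axis). Points are unigenes and lines are medians. The medians of the tanshinone unigenes are above 0 in all 4 libraries, while those of the phenolic acid unigenes are 1.65 and 1.42 with MeJA and 0.09 and -0.03 with YE, with the sign of the last reversed by TMM scaling and that of YE-1h by summing unigenes.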

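Of the 37 unigenes, 35 had RPKM values over 2-fold above the control with MeJA, 26 at 1 h and 33 at 6 h, and 1 fell to under 0.5 at 1 h, or 0 with TMM scaling. *PAL1* (SmiContig6887) had an RPKM value of 56.8 in the control, 270 (4.75-fold) in MeJA-1h and 172 (3.02-fold) in MeJA-6h, and *PAL3* (SmiContig5613) 105, 221 and 253. *C4H1* (SmiContig7266) rose from 362 to 738 and 853, and *4CL3* (SmiContig31406) from 102 to 364 and 308. *TAT1* (SmiContig5984) rose from 223 to 877 and 1130, *HPPR1* (SmiContig6005) from 126 to 271 and 432, *RAS1* (c17386_Smj-1h_g1_i1) from 81.9 to 122 and 172, and *CYP98A14* (SmiContig18049) from 125 to 375 and 385. Of these, *RAS1* passed 2-fold at MeJA-6h (2.1-fold) but not at MeJA-1h (1.49-fold).

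*RAS5* (c2000_Smj-6h_g1_i1) had 1 read in the control and 67 in MeJA-6h, where its RPKM value was 13.6 and at least 18.9-fold higher than the control. With control RPKM values under 1 set to 1, its fold change was 13.6 and was the largest of the 37 unigenes. Without that floor, and with libraries of 3 reads or fewer set to 3 reads, the largest fold change was 40.3-fold in MeJA-1h. It was that of a *TAT2* unigene chosen after its values were seen, SmiContig8005. This 40.3-fold rise rested on 4 reads in the control (RPKM value 0.209) and 193 in MeJA-1h (8.42). The *RAS5* value of 18.9 is a lower bound, so *RAS5* cannot be ranked below *TAT2*.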

*PAL*, *C4H*, *4CL*, *TAT*, *HPPR*, *RAS* and *CYP98A14* were all induced by MeJA (with the maximum 13.6 folds RPKM values changes compared to the control). Nevertheless, YE didn’t show any clear effect on these genes. It was also consistent with change of active ingredients contents after treatment by these two elicitors, in which the content of tanshinones in hairy root could be induced by these two elicitors, but to phenolic acid, the contents could only be induced by MeJA, not by YE (Fig. 2).

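With YE, 2 of the 37 unigenes had RPKM values over 2-fold above the control, both of them *TAT2*, and 1 when the FDR of the read test was also required. The number was 0 with control RPKM values under 1 set to 1, and 3 with TMM or DESeq2 scaling. At YE-12h 3 unigenes fell to under 0.5 of the control, or 0 with TMM scaling. At YE-1h the log2 fold change was 0.38 for *PAL1*, 0.14 for *PAL3*, -0.10 for *C4H1*, -0.16 for *4CL3*, 0.12 for *TAT1*, 0.15 for *HPPR1*, -0.57 for *RAS1* and -0.33 for *CYP98A14*. At YE-12h it was -0.46, 0.07, -0.20, 0.01, -0.05, 0.05, 0.00 and 0.25 in the same order. With TMM scaling *C4H1* was at 0.04 at YE-1h and *TAT1* at 0.12 at YE-12h, on the other side of 0. A change short of 2-fold could still pass the FDR, as *RAS1* did at YE-1h with an FDR of 7.6e-33 from 1960 reads in the control and 1877 in YE-1h. From the RPKM values of the pathway genes with each elicitor, the paper states that YE acted more on tanshinone genes and that phenolic acid genes were induced by MeJA but showed no clear response to YE, and it sets this beside the contents measured by HPLC.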

### Experimental validation of differential expressed genes by qRT-PCR

qRT-PCR was introduced to validate the differential gene expression obtained by RNA-seq. Twelve genes involved in tanshinone biosynthesis including *AACT1*, *CMK*, *DXR*, *DXS2*, *FPPS*, *GGPPS1*, *HMGR2*, *HMGS*, *IPPI*, *KSL1*, *CPS1* and *CYP76AH1*, were selected for qRT-PCR. The expression pattern of the these twelve genes as obtained by qRT-PCR was in line with those obtained by RNA-seq data. 

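On the RNA-seq side, *AACT1* (SmiContig13417) rose 2.23-fold at MeJA-1h, 3.56-fold at MeJA-6h, 2.07-fold at YE-1h and 2.00-fold at YE-12h. *CMK* (SmiContig31978) rose 1.52-fold, 2.29-fold, 2.17-fold and 2.15-fold, *FPPS* (SmiContig27663) 2.25-fold, 1.83-fold, 2.29-fold and 1.99-fold, and *IPPI* (SmiContig12363) 2.45-fold, 1.83-fold, 1.9-fold and 1.54-fold in the same order. *CYP76AH1* (c21531_Smj-6h_g1_i1) rose 1.23-fold, 1.65-fold, 2.79-fold and 4.68-fold. For genes with several unigenes the values depended on the unigene. *HMGR2* was 7.38-fold higher at MeJA-1h by SmiContig32425, 3.18-fold by c23185_Sye-12h_g2_i3 and 2.1-fold by c25126_Sye-1h_g2_i1. The fold change of *CYP76AH1* at MeJA-1h was 1.21 by SmiContig31868 and 0.983 by SmiContig4954. *CPS1* was 2.43-fold higher at MeJA-1h and 2.04-fold at MeJA-6h by SmiContig26967, against 1.28-fold and 0.902-fold by SmiContig19468. At YE-12h these *CPS1* unigenes were 1.72-fold and 3.6-fold higher. The qRT-PCR measurements were not analysed here.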

Statistical analysis a nice correlation between the two data was observed, with the correlation coefficient ranging from 0.932 to 0.979 (Fig. 3). Furthmore, severn genes involved in phenolic acids biosynthesis including *PAL1*, *TAT1*, *4CL1*, *HPPR1*, *C4H1*, *RAS1* and *CYP98A14* were also selected for qRT-PCR detection. 

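*4CL1* (SmiContig25308) had 79 reads in the control, 165 in MeJA-1h and 139 in MeJA-6h. Its fold changes were 1.73 at MeJA-1h and 1.49 at MeJA-6h, with log2 intervals of counting error from 0.40 to 1.21 and from 0.17 to 1.00. With TMM scaling its log2 fold change at MeJA-1h was 1.07, over 2-fold. The 6 *PAL1* unigenes rose between 2.84-fold and 4.75-fold at MeJA-1h, and the 3 *C4H1* unigenes 2.04-fold, 4.13-fold and 3.13-fold. The 4 *RAS1* unigenes lay closer together, between 1.49-fold and 1.56-fold at MeJA-1h and between 2.07-fold and 2.15-fold at MeJA-6h.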

The result showed a nice coherence between the results of qRT-PCR and the dataset obtained by RNA-seq (Supplementary Fig. S3). It implied that the dataset obtained by RNA-seq is reliable for exploring the target downstream genes and regulatory genes involved in the biosynthesis of tanshinones and phenolic acids.

**Figure 3:**
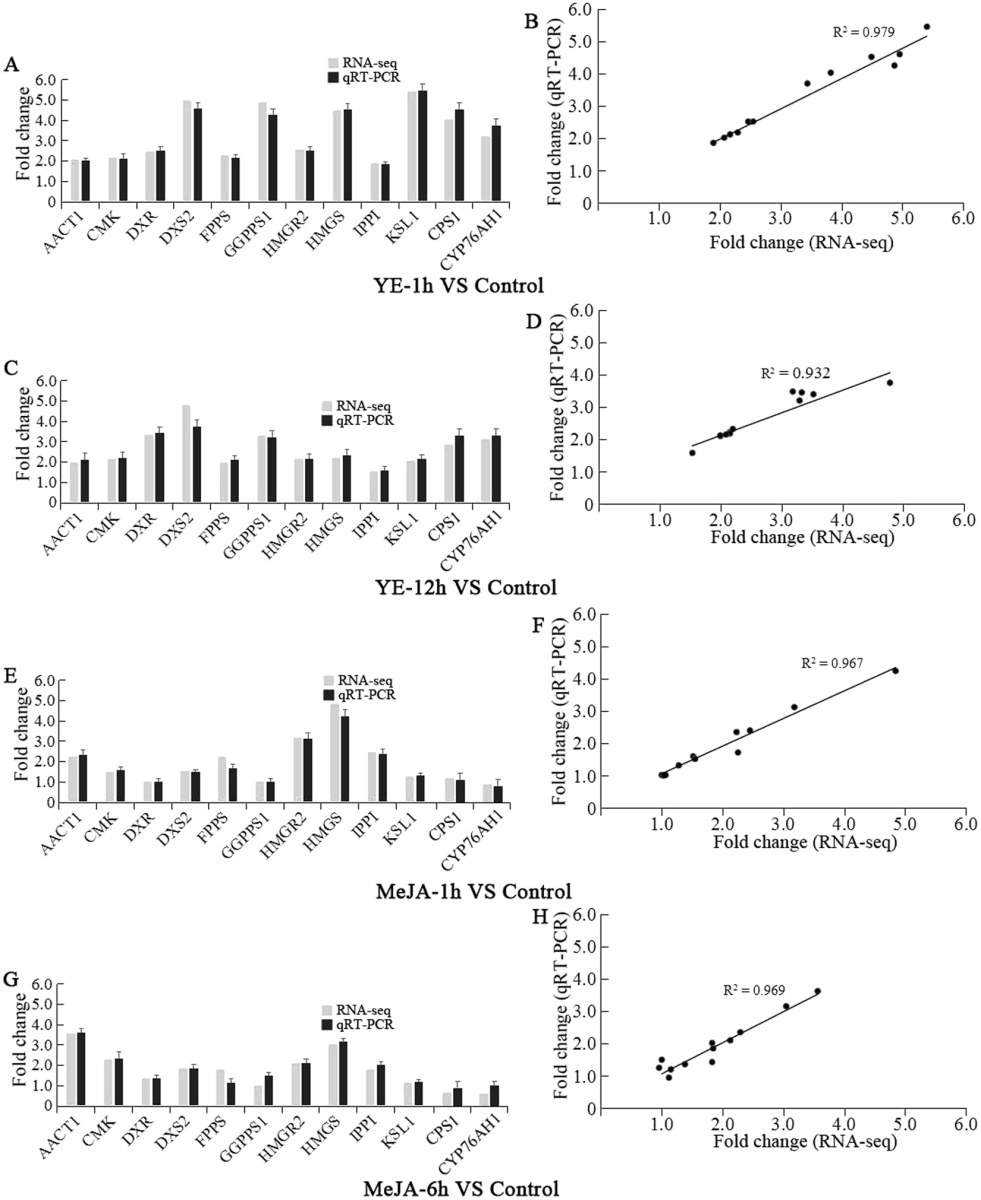
qRT-PCR validation of differently expressed genes in RNA-seq dataset. (**A**,**C**,**E** and **G** Expression of 12 genes was validated using qRT-PCR to compare with their expression in RNA-seq. Error bars indicate standard error of the mean. (**B**,**D**,**F** and **H)** Correlation of gene expression results obtained from qRT-PCR and RNA-seq).

### MeJA-responsive and YE-responsive P450 genes in *S. miltiorrhiza*

Cytochrome P450s being one of the biggest gene super families of plants, participate in various biochemical pathways especially in secondary metabolic pathways, including phenolic compounds, flavonoids, isoprenoids and alkaloids^27, 28^. Co-expression analyses revealed that some P450s are coordinately expressed with key biosynthetic genes to constitute biological pathways. The combination of high-throughput transcriptome sequencing and co-regulation analysis allows for the formulation of highly precise hypotheses on the function of uncharacterized biosynthetic genes^26, 27^. Previous reports elucidated that the expression of key genes such as *CPS1*, *KSL1* and *CYP76AH1* positively correlated with the tanshinone accumulation in hairy roots of *S.miltiorrhiza* under the treatment of MeJA and YE respectively^3, 6, 15^. 

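Cytochrome P450s are oxidising enzymes of many plant pathways, and the paper chose members whose RPKM pattern over the 5 libraries followed that of a known pathway gene. Supplementary Table S5 lists 45 P450 unigenes for tanshinones. All 45 had RPKM values over 2-fold above the control with YE, 37 at YE-1h and 36 at YE-12h, and 7 of them also with MeJA, or 12 with TMM scaling. *KSL1* and *CPS1* were highest in YE-1h and *CYP76AH1* in YE-12h. Of the P450 unigenes listed with each gene, 19 of 19 with *KSL1*, 11 of 13 with *CPS1*, 16 of 16 with *CYP76AH1* and 2 of 2 with *KSL1* and *CPS1* together were highest in the same library as that gene. The order of all 5 libraries was compared as well. It was the same as that of the gene for 5 of 19 with *KSL1*, 0 of 13 with *CPS1* and 5 of 16 with *CYP76AH1*. With 5 libraries no correlation between genes was computed. A unigene listed with *CYP76AH1* is its own unigene, c21531_Smj-6h_g1_i1.

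The unigene with the largest fold change was taken for each co-expressed gene. For *KSL1* this was CYP72A10 (SmiContig30503), which rose from 39 reads and an RPKM value of 1.74 to 1476 reads and 45.7 at YE-1h, or 26.3-fold. It also passed the exact test with a coefficient of variation of 0.4, with an FDR of 0.0018. For *CYP76AH1* it was CYP76C2 (c20662_Sye-1h_g1_i2), which rose from an RPKM value of 8.08 to 81.1 at YE-12h, and for *CPS1* it was CYP71B37 (SmiContig23197), which rose from 52.7 to 356 at YE-1h.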

In this study, total of 45 candidate P450 unigenes in MeJA and 27 unigenes in YE-induced transcriptome were selected from the up-regulation P450 members based on co-expressed pattern analysis with the downstream biosynthetic genes involved in the biosynthesis of tanshinones, including *CPS1*, *KSL1* and *CYP76AH1*, among of which 19 P450 unigenes showed a co-expression pattern with *KSL1*, 13 P450 unigenes with *CPS1*, 16 P450 unigenes with *CYP76AH1* and only two P450 unigenes with both *KSL1* and *CPS1* (Supplementary Table S5 and Fig. 4A–D).

**Figure 4:**
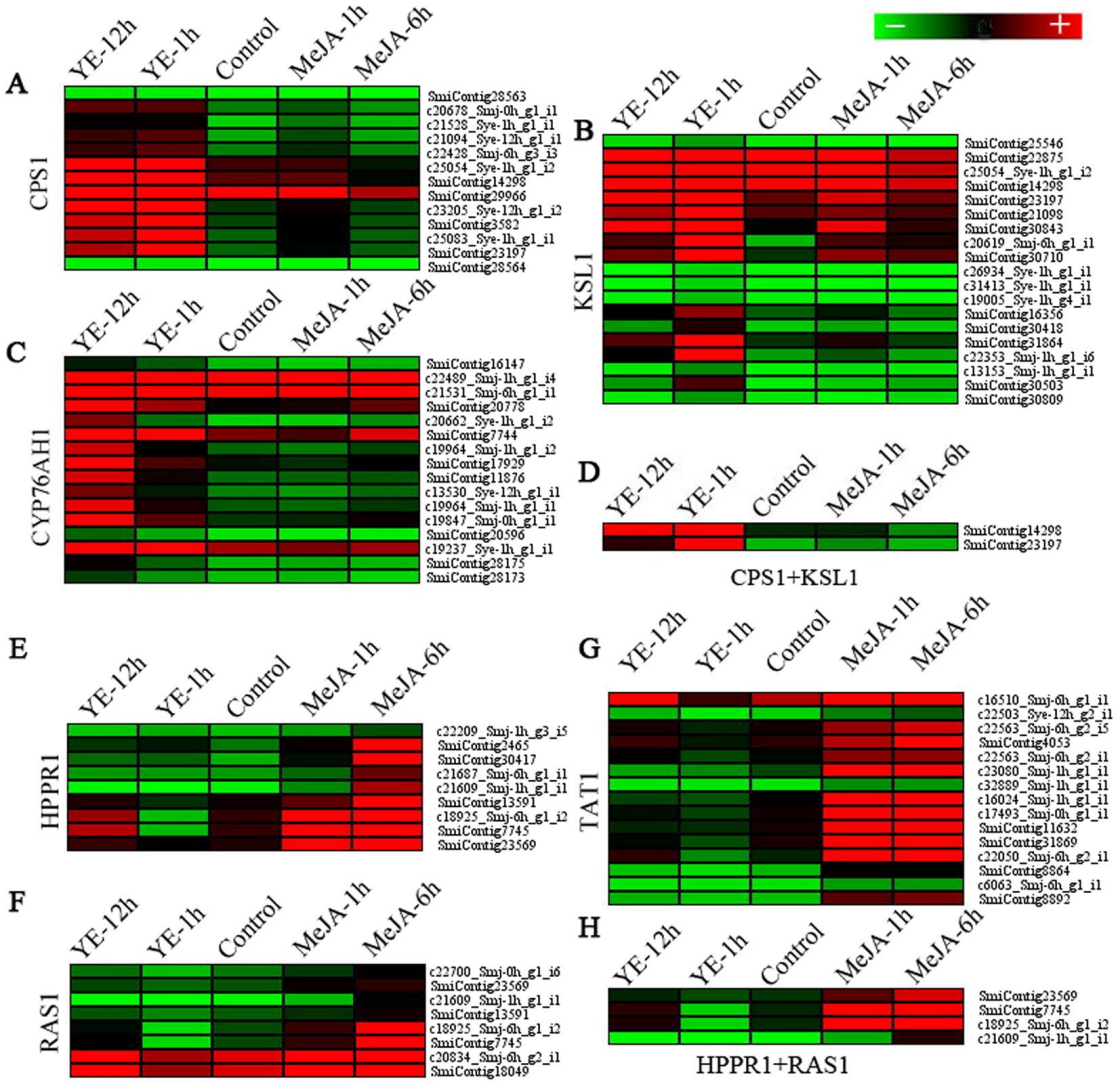
Co-expression analysis of P450 genes with downstream biosynthetic genes involved in the biosynthesis of tanshinones and phenolic acids. (**A**–**H** Co-expression with CPS1, KSL1, CYP76AH1, KSL1 + CPS1, HPPR1, RAS1, TAT1, HPPR1 + RAS1, separately).

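Supplementary Table S6 lists 26 P450 unigenes for phenolic acids. All 26 had RPKM values over 2-fold above the control with MeJA, 18 at MeJA-1h and 26 at MeJA-6h, and 1 also with YE. At YE-1h 3 rose and 21 fell, of which 4 fell to under 0.5 of the control, but at YE-12h 16 rose and 8 fell. *TAT1*, *HPPR1* and *RAS1* were each highest in MeJA-6h. The same library was the highest for 9 of 9 P450 unigenes listed with *HPPR1*, 7 of 7 with *RAS1* and 4 of 4 with both, but for 7 of 15 with *TAT1*. The order of all 5 libraries was the same for 2 of 9 with *HPPR1*, 1 of 7 with *RAS1* and 0 of 15 with *TAT1*. CYP79B3 (c21609_Smj-1h_g1_i1), listed with *HPPR1* and *RAS1*, rose 7.18-fold at MeJA-1h and 26.1-fold at MeJA-6h, from 9 reads in the control to 276 in MeJA-6h. CYP72A10 (c16024_Smj-1h_g1_i1), listed with *TAT1*, rose from an RPKM value of 9.14 to 132 at MeJA-1h and 117 at MeJA-6h.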

In the pathway of phenolic acid biosynthesis, total of 26 P450 unigenes exhibiting a co-expression pattern with genes in the metabolic pathway of phenolic acids (including *TAT1*, *HPPR1* and *RAS1*), were selected from up-regulation P450 members (RPKM values > 2 folds change between elictor treatment and control), with 15 unigenes co-expressed with *TAT1*, 9 unigenes co-expressed with *HPPR1*, 7 unigenes co-expressed with *RAS1*, 4 unigenes co-expressed both with *HPPR1* and *RAS1* (Supplementary Table S6 and Fig. 4E–H). A cytochrome P450-dependent monooxygenase (CYP98A14), which can introduce 3-hydroxyl group in the late pathway to form RAs, was identified in *S. miltiorrhiza* ^29^. A P450, named CYP76AH1 that catalyzes a unique four-electron oxidation cascade on miltiradiene to produce ferruginol, an important intermediate compound for tanshinone biosynthesis, was also recently characterized^30^. The expression levels of these above two P450s were significantly induced by MeJA, and the studies indicated that P450s have key functions in tanshinone and phenolic acid biosynthesis^29, 30^. Thus, the identification of these P450s contributes to the elucidation of the downstream biosynthetic pathways for tanshinone and phenolic acid biosynthesis.

CYP71 clan P450s was thought to contain the most P450 members and was known to be involved in plant secondary metabolism^27^. In order to gain insight into the phylogenetic relationship between various P450s, a neighbour-joining phylogenetic tree was constructed with the deduced protein sequences of these selected P450s (45 P450 unigenes in MeJA and 27 P450 unigenes in YE-induced transcriptome) and P450s from other plant species. For P450 genes in tanshinones biosynthesis pathway, 29 unigenes in CYP71 clan (23 unigenes in CYP71 family, 5 unigenes in CYP76 family and 1 unigenes in CYP98 family), 9 unigenes in CYP72 clan and 7 unigenes in CYP85 clan were identified (Fig. 5A and Supplementary Fig. S4). To P450 genes in phenolic acids biosynthesis pathway, 17 unigenes in CYP71 clan (10 unigenes in CYP71 family, 5 unigenes in CYP76 family and 2 unigenes in CYP98 family), 6 unigenes in CYP72 clan and 4 unigenes in CYP85 clan were also identified (Fig. 5B and Supplementary Fig. S5). In rice, a diterpenoid biosynthetic gene cluster was identified on chromosome 2, in which two genes encoding CYP71 clan members of CYP76M7 and CYP71Z7 catalyze the early and later steps in phytocassane biosynthesis, respectively^31, 32^. Thus, the *S. miltiorrhiza* CYP71 clan members can be of particular interests in further elucidation of biosynthetic pathway of tanshinones. Due to distinct catalytic activities of P450 monooxygenases, differentially expressed P450 genes of the CYP85 and CYP72 clans also hold the potential to be enzymes of the pathway.

**Figure 5:**
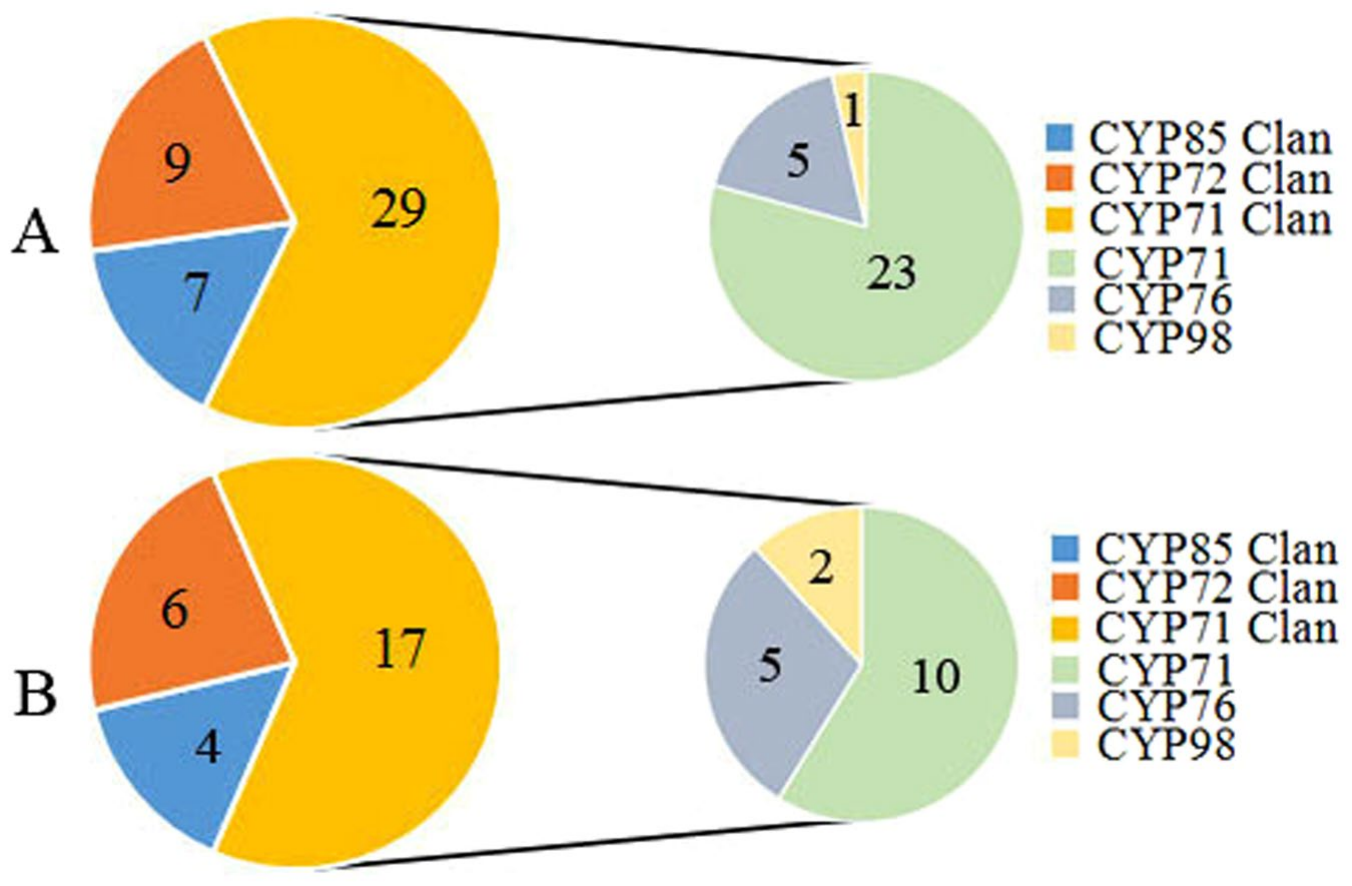
Candidate cytochrome P450 genes for tanshinones and phenolic acids biosynthesis.(**A**, Distribution of the 45 up-regulated CYPs in clans, as well as the family distribution of the 29 members from the CYP71 clan; (**B**) Distribution of the 27 up-regulated CYPs in clans, as well as the family distribution of the 17 members from the CYP71 clan).

### Downstream of candidate genes involved in tanshinone and phenolic acid biosynthesis

Due to the hypothetical tanshinones biosynthetic pathway deduced by Yang *et al*.^15^ and Guo *et al*.^17^, biosynthesis of tanshinones involved in the downstream steps of decarboxylation, oxidation and reductions could be catalyzed by decarboxylase, dehydrogenase and reductase, respectively^8, 15, 17, 30^. Unigene dataset was searched with *Zingiber zerumbet* short-chain dehydrogenase (ZSD1, AB480831) and *Artemisia annua* aldehyde Δ11(13) reductase 2 (DBR2, EU704257) to identify candidate dehydrogenases and reductases^33, 34^. 7 unigenes and 6 unigenes showed more than 42% protein sequence identity to ZSD1 and DBR2 respectively (Table 2). 

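Table 2 lists 20 unigenes, which besides dehydrogenases and reductases include laccases, enzymes that couple phenolic compounds. Of the 20, 15 passed the read test upwards at MeJA-1h, 9 at MeJA-6h, 6 at YE-1h and 1 at YE-12h. In 18 of the 20 the deposited RPKM value was over 2-fold above the control in at least 1 library, and with TMM or DESeq2 scaling all 20 passed. Under the exact test with a coefficient of variation of 0.2, 9 passed, and with 0.4 the number was 0. The reductase SmiContig6622 had an RPKM value of 59.1 in the control, 411 in MeJA-1h (6.96-fold) and 123 in MeJA-6h (2.07-fold). Its log2 fold change was -0.02 at YE-1h, or 0.13 with TMM scaling, and -0.33 at YE-12h. The reductase c4200_Smj-1h_g1_i1 reached 1.99-fold at MeJA-1h with an FDR of 5.1e-44, just under 2-fold, and its log2 fold change was 1.27 with TMM scaling. The dehydrogenase SmiContig29584 rose 3.59-fold at MeJA-1h and 3.01-fold at YE-1h, from 53 reads in the control to 230 and 229, and had a log2 fold change of -0.74 at MeJA-6h.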

All the unigenes were expressed at significantly higher levels in elicitor treatment (MeJA or YE separately) after than before, with the maximum 6.96 folds change of RPKM values (FDR < 0.01), suggesting a high possibility of the dehydrogenase and reductase being involved in the biosynthesis of tanshinones.

**Table 2:** Expression of candidate downstream genes involved in the biosynthesis of tanshinones and phenolic acids.

Gene	Unigene ID	MeJA-1h	MeJA-6h	Control	YE-1h	YE-12h
Reductase	c23543_Smj-1h_g1_i2	321.25	184.58	91.40	75.48	112.25
	c4200_Smj-1h_g1_i1	51.46	28.91	25.91	19.84	26.72
	SmiContig16951	59.49	30.04	24.95	19.78	30.17
	SmiContig32803	397.26	184.30	129.36	143.80	161.71
	SmiContig6622	410.93	122.53	59.05	58.43	46.86
	SmiContig32802	232.74	45.01	47.77	171.43	78.49
Dehydrogenase	c16637_Smj-1h_g1_i2	10.86	3.96	4.90	14.30	4.78
	SmiContig20215	8.04	16.59	6.90	18.64	14.31
	SmiContig29584	11.32	1.89	3.16	9.49	2.58
	SmiContig29586	6.31	2.02	2.59	6.50	1.37
	SmiContig29955	8.66	3.29	3.29	10.15	3.57
	SmiContig26874	6.16	3.72	2.13	3.67	1.82
	SmiContig32840	106.37	86.31	33.41	29.99	47.66
Laccase 1 A	SmiContig4158	82.34	144.07	62.91	22.78	41.17
	c22112_Smj-6h_g1_i1	332.55	816.08	55.05	38.96	52.13
	SmiContig23578	213.25	378.59	42.47	37.30	43.50
	SmiContig4159	299.17	592.16	93.07	44.28	69.83
Laccase 2	SmiContig18382	206.52	266.23	112.76	138.61	181.98
	SmiContig6627	67.93	61.91	33.64	33.82	45.33
	SmiContig8962	19.50	1.19	9.25	11.16	9.32

For the biosynthesis of phenolic acids, it was confirmed that rosmarinci acid was the substrate of salvianolic acid B and the biosynthetic step was thought to be a catalytic reaction of dimerization^29^. Ponzoni *et al*.^35^ reported that laccases derived from *Trametes pubescen*s, could catalyze hydroxystilbene to form a dimerization reaction and produce three types of analogues (A, B and C), among of which A-type metabolite had a structure similar to salvianolic acid B. It implied that laccase might be a candidate enzyme to catalyze rosmarinci acid to form salvianolic acid B. Therefore, unigenes dataset was searched with *T. pubescens* laccase 1 A (Lap1A, AF414808) and laccase 2 (Lap2, AF414807) to identify candidate laccase involved in the biosynthesis of phenolic acids^36^. Total of 4 unigenes being similar to *Lap1A* and 3 unigenes being similar to *Lap2*, were all identified (Table 2).

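The laccase 1 A unigene c22112_Smj-6h_g1_i1 had an RPKM value of 55.0 in the control, 333 in MeJA-1h (6.04-fold) and 816 in MeJA-6h, where it was 14.8-fold higher, the largest fold change among the unigenes of Table 2. With YE its log2 fold change was -0.50 at YE-1h and -0.08 at YE-12h, and the latter was 0.08 with TMM scaling. The laccase 2 unigene SmiContig18382 rose 1.83-fold at MeJA-1h and 2.36-fold at MeJA-6h. The laccase 2 unigene SmiContig6627 rose from 33.6 to 61.9 in both MeJA libraries, or 1.84-fold, and did not pass 2-fold in any library, but its log2 fold change at MeJA-1h was 1.16 with TMM scaling.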

### MeJA and YE-responsive TFs in *S. miltiorrhiza*

In plants, transcription factors (TFs) of different families regulate a series of life process, including development, evolution and the response to abiotic and biotic stresses. Many TFs have been found to regulate secondary metabolite biosynthesis and accumulation^37^. One of the aims of the present work was to identify TFs which regulate the biosynthesis and accumulation of tanshinone and phenolic acid induced by YE and MeJA in *S. miltiorrhiza* hairy roots. The unigenes encoding TFs in our RNA-seq dataset were investigated. RPKM values of all the TFs in the elicitation treatment and the control were compared, which resulted in total 375 TFs with > 2-fold (FDR < 0.01) expression levels in YE or MeJA elicitation treatment than the control (Supplementary Table S7). 

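Supplementary Table S7 lists 375 TF unigenes of 38 families. Of these, 348 passed the read test upwards in at least 1 library, 245 with MeJA and 194 with YE. By library, 191 passed at MeJA-1h, 158 at MeJA-6h, 174 at YE-1h and 70 at YE-12h. With the FDR threshold of 0.05 from the paper's methods 361 passed. The exact test with a coefficient of variation of 0.2 left 208, and with 0.4 it left 30. Fold changes over 10 were found for 39 TF unigenes with MeJA and 24 with YE.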

Our dataset have more up-regulated TFs than Gao *et al*.^14^ and Yang *et al*.^15^, it might be due to different samples treated by different style. But the fact that the four major TFs showing a up-regulated expression pattern including WRKY, bHLH, AP2-EREBP and NAC is simlar to the previous reports by Gao *et al*.^14^ and Yang *et al*.^15^, for which it implied their important effects in the biosynthesis of tanshinones and phenolic acids mediated by YE and MeJA (Supplementary Fig. S6).

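By family, 58 of 59 WRKY, 49 of 51 bHLH, 28 of 28 AP2-EREBP and 25 of 27 NAC unigenes passed upwards with at least 1 elicitor. MYB, with 38 of 38, had more up-regulated unigenes than AP2-EREBP or NAC. The NAC unigene with the largest fold change, c22275_Sye-1h_g1_i3, rose from 19 reads in the control to 454 in YE-1h, or 16.8-fold. Its log2 fold change was 0.99 at YE-12h and -1.05 at MeJA-1h.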

Previous studies reported that TFs including WRKY, AP2-EREBP, MYB, GRAS and bHLH families showed more important roles in the regulation of plant secondary metabolism^14, 16, 37^. In this study, we found that 59 WRKY, 28 AP2-EREBP, 38 MYB, 2 GRAS and 51 bHLH were up-regulated in YE- and/or MeJA-mediated transcriptomes, among which 23 WRKY, 6 AP2-EREBP, 4 MYB, 1 GRAS and 7 bHLH were only up-regulated by YE, not by MeJA; Reversely, to MeJA-mediated transcriptome, 8 WRKY, 13 AP2-EREBP, 15 MYB, 1 GRAS and 41 bHLH were up-regulated only by MeJA (Fig. 6 and Supplementary Table S7).

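WRKY unigenes up-regulated by YE alone numbered 22 and those up-regulated by MeJA alone 10. The corresponding numbers were 7 and 11 for AP2-EREBP, 3 and 19 for MYB, 1 and 1 for GRAS, and 6 and 39 for bHLH. Both elicitors up-regulated 26 WRKY, 10 AP2-EREBP, 16 MYB and 4 bHLH unigenes. With TMM scaling the numbers for YE alone and MeJA alone were 21 and 8 for WRKY, 7 and 10 for AP2-EREBP, 3 and 16 for MYB, 0 and 1 for GRAS, and 6 and 38 for bHLH. A unigene counted for one elicitor alone fell short of the thresholds with the other, and a difference between the elicitors was not tested.

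**Figure D3:**
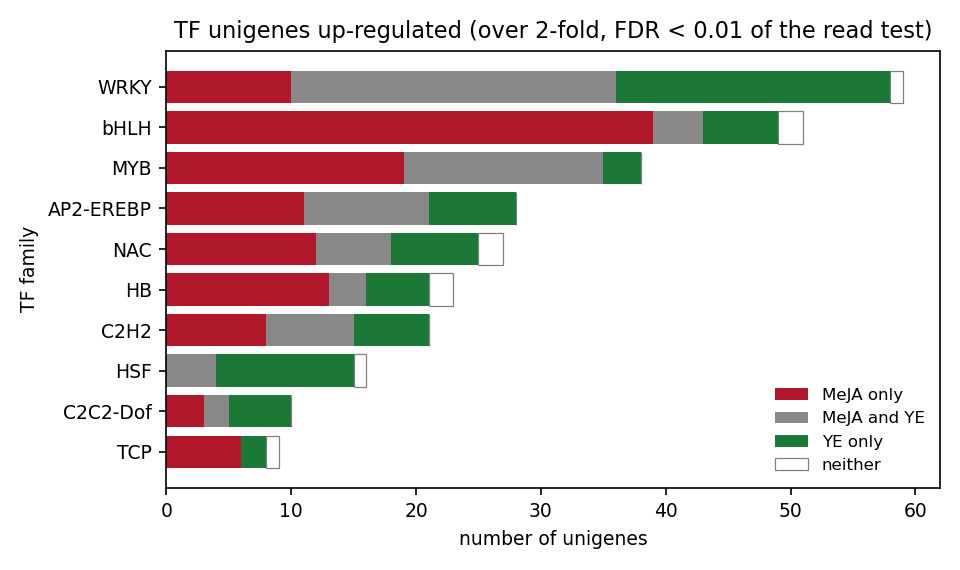
Number of TF unigenes (x axis) of each family (y axis) that passed the read test upwards with MeJA alone, with YE alone and with both elicitors. bHLH unigenes are mostly up-regulated by MeJA alone (39), and WRKY unigenes more often by YE alone (22) than by MeJA alone (10).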

**Figure 6:**
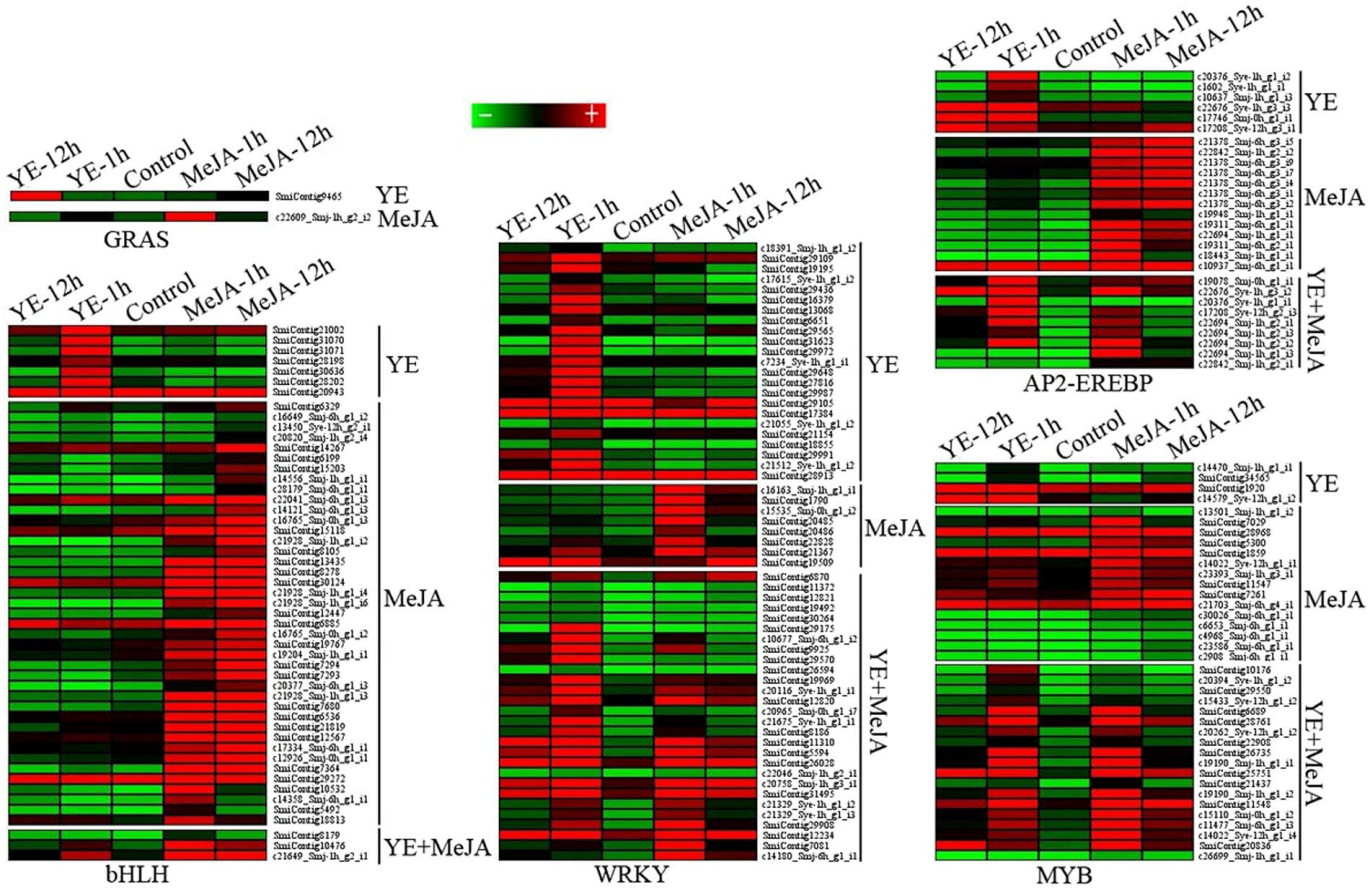
Expression of transcriptional factors (TFs) involved in tanshniones and phenolic acids biosynthesis. The heat graph shows TFs differential expression induced only by YE or MeJA, or by both MeJA and YE.

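Counted over both times, 21 AP2-EREBP, 35 MYB and 43 bHLH unigenes were up-regulated by MeJA, against 17, 19 and 10 by YE. For WRKY the numbers were 36 by MeJA and 48 by YE. The order of the elicitors was the same with TMM scaling, at 21 and 18 for AP2-EREBP, 35 and 22 for MYB, 45 and 13 for bHLH, and 38 and 51 for WRKY. Under the exact test with a coefficient of variation of 0.4, MYB had 0 with MeJA and 1 with YE. The bHLH unigene c21928_Smj-1h_g1_i2 had 0 reads in the control and 505 in MeJA-1h, an RPKM value of 35.8 that was at least 140-fold higher than the control. The WRKY unigene SmiContig31623 had 3 reads in the control and 532 in YE-1h, at least 125-fold higher. The MYB unigene SmiContig10176 was at least 65.4-fold higher at YE-1h and at least 21.4-fold higher at MeJA-1h. The GRAS unigene SmiContig9465 rose from an RPKM value of 330.2 to 1611 at YE-12h, or 4.88-fold.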

Among these up-regulated genes, AP2-EREBP, MYB and bHLH were more abundant in *S. miltiorrhiza* hairy roots treated with MeJA than those treated with YE, while WRKY family was more abundant in YE treated trascriptome which indicated that AP2-EREBP, MYB and bHLH families probably showed a more positive effect in participating the MeJA-mediated signal transduction and secondary metabolite biosynthesis, but WRKY families showed a reverse result in YE-mediated signal transduction and metabolism. The bHLH protein can physically interact with certain MYBs and WD-repeats and acts as an important regulator to modulate anthocyanin accumulation in plant species^38^. Thus TFs responding to MeJA- and YE-mediated elicitation might interact with each other to regulate secondary metabolite biosynthesis and accumulation of tanshinone and phenolic acid. WRKY protein (CjWRKY1) is a transcriptional regulator of benzylisoquinoline alkaloid biosynthesis in *Coptis japonica* ^39^. The AP2-EREBP members have been shown to regulate secondary metabolism pathways in several medicinal plants. In *Catharanthus roseus*, the AP2-EREBP proteins *ORCA2* and *ORCA3* positively regulate the expression of strictosidine synthase (*CrSTR*) and the biosynthesis of terpenoid indole alkaloid^33^. In *Artemisia annua*, two JA-responsive AP2-EREBP proteins, *AaERF1* and *AaERF2*, participate in artemisinin metabolism by binding to the promoter of *AaADS* and *AaCYP71AV1* genes, and finally activate their expression^40^. In our dataset, 13 and 7 AP2-EREBP members were induced by MeJA and YE respectively in which some members were even elevated to dozens of times compared to the control. It implied that AP2-EREBP TFs might have a remarkable effect on secondary metabolite biosynthesis and accumulation in *S. miltiorrhiza* hairy roots.

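Among the AP2-EREBP unigenes, 10 had a fold change over 10 with MeJA and 5 with YE, and 5 had a fold change over 24 with MeJA and 0 with YE. The unigene c18443_Smj-1h_g1_i1 had 1 read in the control and 1736 in MeJA-1h, where its RPKM value of 118 was at least 482-fold higher than the control. At MeJA-6h it had 35 reads and was at least 9.89-fold higher. It had 2 reads in YE-1h and 1 in YE-12h, too few for a fold change. Under the exact test with a coefficient of variation of 0.4, 6 AP2-EREBP unigenes passed upwards with MeJA and 1 with YE.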

Despite 375 TFs in *S. miltiorrhiza* hairy roots that be responsive to YE or MeJA elicitation were identified, it is possible that not all these TFs participate the biosynthesis of tanshinones and/or phenolic acids directly and the range of target TFs could by shortened by Weighted Gene Co-expression Network Analysis (WGCNA) strategy further^26, 41, 42^. In fact, some similar research works on TFs have been studied in *Arabidopsis thaliana*, *Catharanthus roseus*, *Solanum tuberosum* and other plants^14, 16, 33, 41, 42^. However, some TFs associated with regulation of the biosynthesis of tanshinones and phenolic acids, which were not up-regulated significantly by YE or MeJA, would be missed out in this study. Therefore it is important that identification of key biosynthetic genes and TFs using various strategies could help us to dissect the molecular mechanism underlying the biosynthesis of tanshinones and/or phenolic acids in the future. In a word, this work provides us a useful gene resource for discovery and functional identification of downstream biosynthetic genes and upstream TFs involved in the biosynthesis of tanshinones and phenolic acids.

## Materials and Methods

### Hairy root culture

Sterile *S. miltiorrhiza* plants were grown and maintained in our laboratory as reported previously^9, 14^. To induce hairy roots, sterile leaf sections were used for infection with the disarmed *A. tumefaciens* strain C58C1 (pRi A4) as reported before by our groups^10^. The hairy root clones were routinely subcultured every 30 days on solid 1/2 MS medium. Rapidly growing hairy roots with normal growth status were used to establish hairy root lines, and the liquid 1/2 MS medium were changed every 20 days. Forty-day-old shake-flask cultured hairy roots were treated with elicitors, and the hairy roots were harvested from the culture medium at selected times after treatment by MeJA (0 h, 1 h and 6 h) or YE (1 h and 12 h) separately^4–6^. All the induced hairy root lines were harvested for RNA isolation.

### Preparation of MeJA and YE elicitors

MeJA was dissolved in ethanol followed by filter-sterilization and added to the culture medium at a final concentration of 0.1 mM. A total of 25 g yeast extract from Bio Basic Inc was dissolved with 125 ml distilled water, and then yeast elicitors were prepared by two rounds of ethanol precipitation as reported before^43^.

### RNA isolation, quantification and qualification

Total RNAs from different hairy root lines were extracted using the *TRIzol* Reagent (Invitrogen) and treated with *DNase* I (Takara) according to manufacturer’s protocols^44^. Each sample was prepared by mixing three replicate samples. RNA were monitored using EtBr-stained 1% agarose gel. The RNA purity and concentration were determined using a Nanodrap spectrophotometer (Thermo).

### cDNA library preparation and sequencing

Reverse transcription was performed with the SMART II ^TM^ cDNA Synthesis Kit (Clontech, USA) following the manufacturer’s instructions. Double strand cDNAs were separated on 2% agarose gel, and those with size over 100 bp were recovered. The RNA-seq and construction of the libraries were performed by Novelbio Biotechnology Corporation (Shanghai, China) and the cDNA library was sequenced using Illumina HiSeq^TM^2000. All reads were deposited in the Short Read Archive (SRA) of the National Center for Biotechnology Information (NCBI) public database under the accession GSE100970.

### Data analysis and assembly

The sequence reads is processed to remove adapter sequences, low quality reads and very short length reads. Paired reads were quality filtered using NGS QC toolkit v 2.3^45^. The cutoff for quality score is > 20 Q30 score with high quality bases > 70% of read length. High quality reads were used for de novo assembly using Trinity software with K-mer of 25. The assembly resulted in contigs and singletons which together form set of unigenes.

### Unique sequence annotation and functional classification

Unigenes were used as query sequences to search against the non-redundant protein (NR) database at NCBI (http://www.ncbi.nlm.nih.gov) and the Swiss-Prot protein database (http://www.ebi.ac.uk/uniprot) with *E*-value cutoff of 1e^−5^. The annotations of the best hits were recorded. Gene Ontology (GO) (http://www.geneontology.org/) was further used to category the function of the unigenes by Blast2GO^46^, and the unigenes were assigned to biological functions on the macro levels of ‘biological process’, ‘cellular component’ and ‘molecular function’. The unigenes were assigned by KEGG Automatic Annotation Server (KAAS) upon the KEGG pathways database (http://www.genome.jp/kegg/)^47^.

### Differential expression and co-expression network analysis

For differentially expressed genes assay, reads per kilobase per million reads (RPKM) values were used to normalize gene expression levels. Statistical comparison of RPKM values between elicitors-induced and non-induced sample was performed using software Bowtie^48^. Statistical test analysis was done using FDR method^49^. The corrected *P*-value (false discovery rate, FDR) of 0.05 was set as the threshold for significant differential expression. A gene expression correlation network between the candidate synthetic enzyme genes in the tanshinones and phenolic acids biosynthesis pathway and candidate P450s or transcriptional factors was constructed with the Weighted Gene Co-expression Network Analysis (WGCNA) method^26^, co-expression correlation was defined based on the following criteria: FDR ≤ 0.001 and *P*-value < 0.01. One color bar represents a range of coefficient values; the symbol ‘-’ denotes the declining expression pattern and the symbol ‘ + ’ denotes the increasing expression pattern. Hierarchical clustering was used to examine the correlation between the elicitors-induced and non-induced samples by the K-means clustering method. Heat map was produced by the software Heatmap 2.0^50^.

### Determination of tanshinones and phenolic acids by high-performance liquid chromatography (HPLC)

Elicitors-induced and non-induced hairy root lines were harvested and dried. Dried hairy roots (200 mg) were pulverized and extracted with 16 mL of methanol/dichloromethane (3:1, v/v), sonicated for 1 h and then kept at room temperature for 24 h. Isolation of tanshinones and phenolic acids for HPLC analysis were performed as reported before^13^. Four tanshinone species comprising of dihydrotanshinone (DT), cryptotanshinone (CT), tanshinone I (T1) and tanshinone IIA (T2A), and four phenolic acids including Salvianolic acid A (Sal A), Salvianolic acid B (Sal B), Caffeic acid (CA) and Rosmarinic acid (RA) were detected and quantified by comparison with authentic standard curves and retention times. Total tanshinone comprising of DT, CT, T1 and T2A, and total phenolic acids comprising of Sal A, Sal B, CA and RA were designated as TT and TPH separately in this paper.

### Validation of RNA-Seq data by quantitative real-time RT-PCR (qRT-PCR)

First strand cDNA was synthesized from 100 ng total RNA using reverse transcriptase (Takara, Japan). For each reaction, 1/10th of the RT reaction mixes was used as the template for PCR. The sequences of primers used in this study are shown in Supplementary Table S8. Real-time PCR was performed using SYBR Pre-mix *Ex* Taq™ II kit (Promega, Beijing) and run on Step One Software v2.0 (ABI Step One, USA). Gene expression were calculated in relation to the reference gene *18srRNA* using 2^–ΔΔCT^ method^51^. Each generated data point represented the average of three independent biological replicates.

### Data availability statement

The authors declare that all the data in this manuscript is available.

### Ethical Standard

The experiment conducted complies with the laws of China.

## Electronic supplementary material

Supplementray Figure S1-S6

Supplementray Table S1

Supplementray Table S2

Supplementray Table S3

Supplementray Table S4

Supplementray Table S5

Supplementray Table S6

Supplementray Table S7

Supplementray Table S8

# Supplementary material for: Comprehensive transcriptome profiling of Salvia miltiorrhiza for discovery of genes associated with the biosynthesis of tanshinones and phenolic acids
**Source:** Sci Rep. 2017 Sep 5;7:10554. doi: 10.1038/s41598-017-10215-2
**Supplement:** Supplementary file 1 — Supplementray Figure S1-S6

**Supplementary Information**

**Comprehensive transcriptome profiling of *Salvia miltiorrhiza* for discovery of** **genes associated with the biosynthesis of tanshinones and phenolic acids**

Wei Zhou^c, a+^, Qiang Huang^b+^, Xiao Wu^b^, Zewen Zhou^b^, Mingquan Ding^c^, Min Shi^b^, Fenfen Huang^b^, Shen Li^c^, Yao Wang^b^, Guoyin Kai^a,b^*

*

***^+^*** *These authors contributed equally to this work*

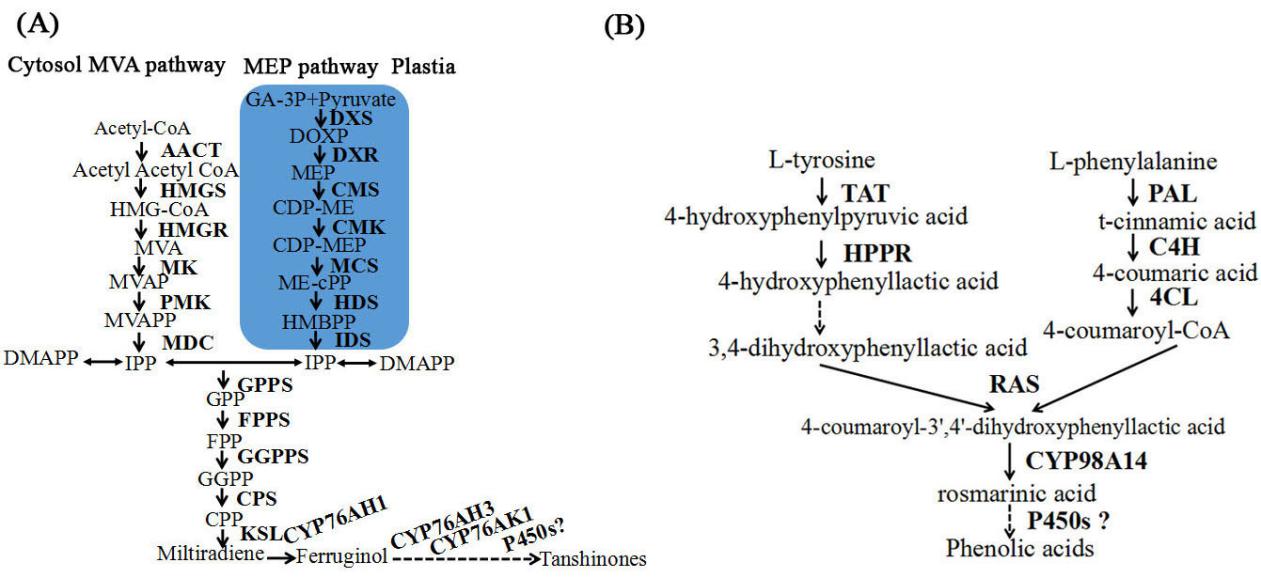

**Supplementary Figure S1.** The biosynthesis pathway of tanshinones and phenolic acids. (A, Tanshinones biosynthesis pathway; B, Phenolic acids biosynthesis pathway)

**
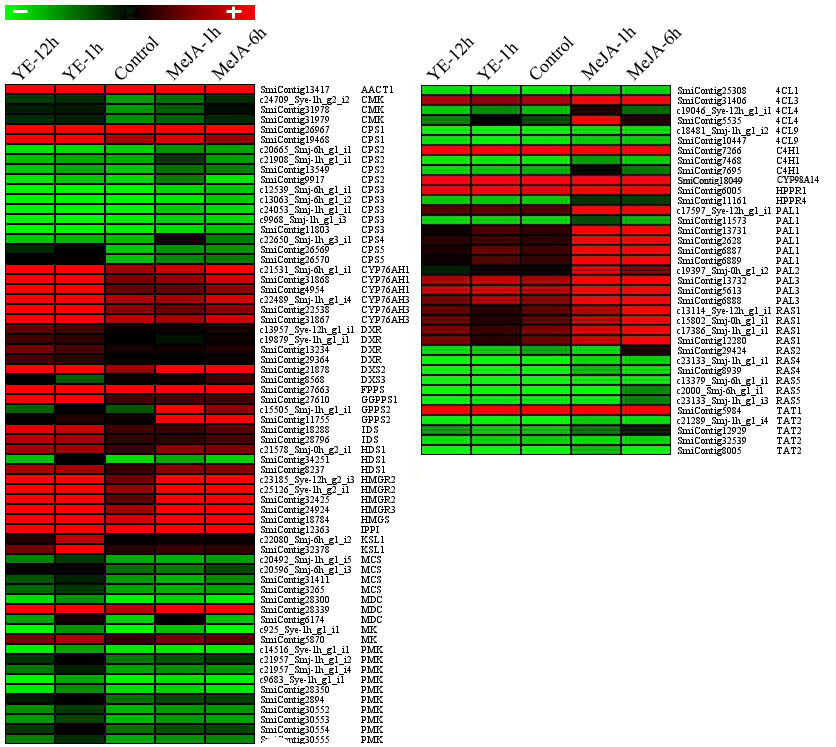
**

**Supplementary Figure S2.** Summary of unigenes involved in the biosynthesis of tanshinones and phenolic acids induced by MeJA and YE.

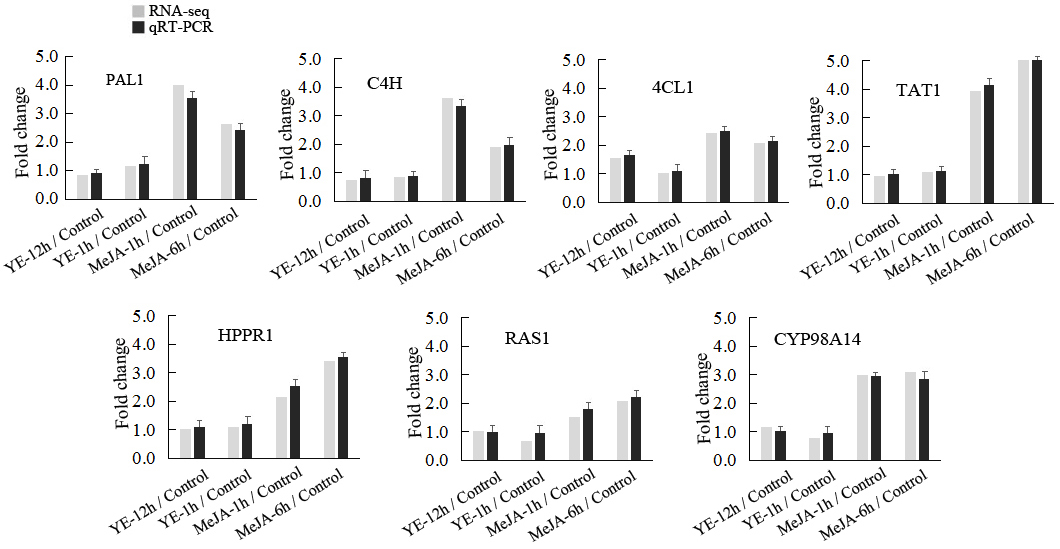

**Supplementary Figure S3.** qRT-PCR validation of differently expressed genes involved in the biosynthesis of phenolic acids in RNA-seq dataset

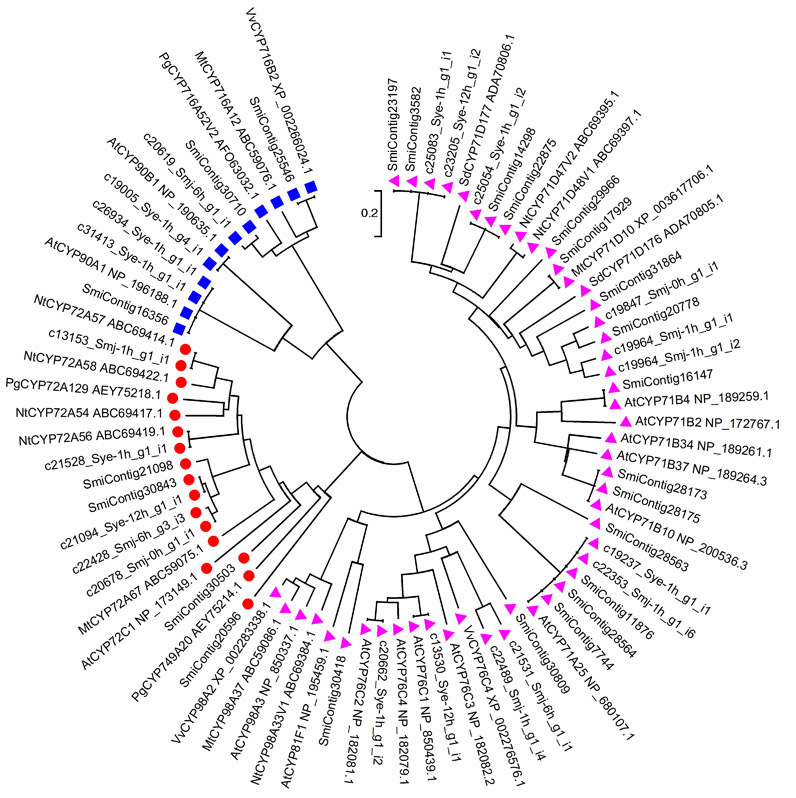

**Supplementary Figure S4.** Phylogenetic analysis of the P450s which co-expressed with genes involved in the biosynthesis of tanshniones. (red solid circle, denotes cytochrome CYP76 clan; blue solid square, denotes cytochrome CYP85 clan; pink solid triangle, denotes cytochrome CYP71 clan)

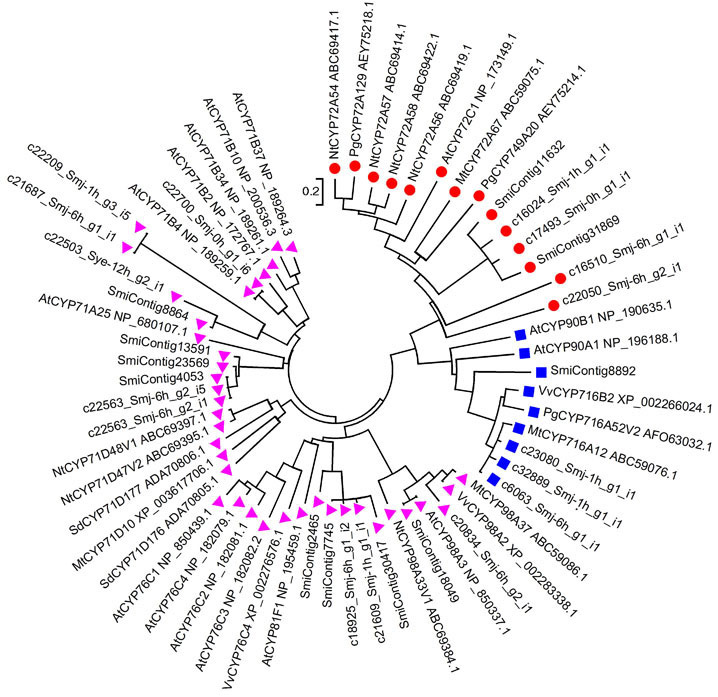

**Supplementary Figure S5.** Phylogenetic analysis of the P450s which co-expressed with genes involved in the biosynthesis of phenolic acids. (red solid circle, denotes cytochrome CYP76 clan; blue solid square, denotes cytochrome CYP85 clan; pink solid triangle, denotes cytochrome CYP71 clan)

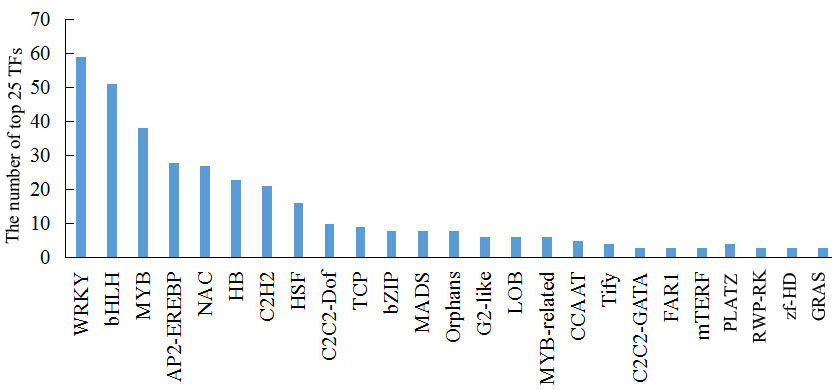

**Supplementary Figure S6.** Summary of top 25 transcription factor families in *S.miltiorrhiza* transcripts

How the deposited data were processed for this re-analysis (not part of the article)

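RNA was sequenced from hairy roots of *S. miltiorrhiza* under 5 conditions, with 1 library each: the untreated control, MeJA at 0.1 mM for 1 h and 6 h, and YE for 1 h and 12 h. Each library held the mixed RNA of 3 cultures. No technical batch is given for the libraries, and with 1 library per condition a batch could not be told apart from the condition. The control was taken at 0 h, and no time-matched library without elicitor or with ethanol alone exists. Effects of time, handling or solvent could therefore not be told apart from the elicitor.

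The authors filtered the reads for adapters, low quality and short length, assembled them without a genome with Trinity and counted read pairs on 55588 unigenes. The estimated counts were deposited as whole numbers by the authors, without normalization. That they are estimated counts with the decimals dropped was inferred from the values: the reads implied by the RPKM values exceeded the count by at least 0.1 in 203 of 318 low counts compared, and the largest excess was 0.99. The design had assumed plain counts, and since the values are whole already the same test was used. The RPKM values were computed by the authors from the reads, the unigene length and the library total, and were used as deposited. The paper's text names Bowtie in its account of the comparison of RPKM values and does not name the counting program. No genome was used. Unigene names were kept as deposited, and gene names came from Table 2 and Supplementary Tables S4 to S7. A table of 42046 *S. miltiorrhiza* genes matched 0 of the unigene names.

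The counted read pairs summed to 13395770 in the control, 16070622 in MeJA-1h, 15789097 in MeJA-6h, 19055712 in YE-1h and 20358510 in YE-12h. Intervals of 95% for single fold changes and for medians of lists cover counting error only, the latter from 2000 resamplings of the reads. The smallest measurable signal was set at 3 reads, which for a unigene of 1 kb is an RPKM value between 0.147 and 0.224.

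Fold changes are ratios of deposited RPKM values of an elicited library to the control. A library with 3 reads or fewer was set to 3 reads, the ratio is then a lower bound, and none was computed where both libraries were at or under 3 reads. Reads of each pair of libraries were compared by binomTest of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over unigenes with at least 1 read in either library. A unigene passed at an FDR under 0.01 and a fold change over 2, or under 0.5 for a fall, as in the paper's results, and FDR 0.05 from its methods was an alternative. The test compares 2 libraries and says nothing on the variation between cultures. Medians of the pathway lists were placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and no p-value was taken across genes. Co-expression was described by the library in which each unigene was highest and by the order of all 5 libraries. No correlation was computed, since 5 libraries are fewer than the 6 needed. Counts of unigenes per list used the lists of the paper's tables. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

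The read test was tested on simulated data with the real unigenes, library sizes and mean counts, and recovered 98% of 200 changed unigenes. These had at least 30 expected control reads and changes well over the 2-fold threshold, so recovery closer to it was not measured. Random lists were tested on simulated data as well: 100 of 100 lists raised by 1 on the log2 scale lay over percentile 95, and of 100 unchanged lists 7 lay over percentile 95 and 2 under percentile 5.

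The genes named in the text were fixed by rule before the data were examined, as were the comparisons, the tests and all alternatives but 1. The rule takes every gene the paper's results name that Supplementary Table S4 pairs with a unigene, by the unigene with the highest mean RPKM value where there are several. From Table 2 it takes the unigene with the largest fold change in each class and any with no fold change over 2, and from Supplementary Tables S5 and S6 the P450 with the largest fold change for each co-expressed gene. From Supplementary Table S7 it takes, in each of 6 TF families, the unigene with the largest fold change and at least 30 reads in the induced library. From all other unigenes it takes the 2 largest rises and the 2 largest falls with at least 100 reads. Unigenes named outside the rule are marked as chosen after their values were seen, apart from further unigenes of a named gene given beside it.

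The alternatives were an FDR of 0.05, scaling by edgeR's TMM and by the size factors of DESeq2 1.42.0, control RPKM values under 1 set to 1, a pseudocount of 1 RPKM, a minimum of 30 reads summed over the 5 libraries, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4. For the lists, the read test or the exact test was also required, the unigenes of one gene were summed, or another unigene of the co-expressed gene was used. Upper-quartile scaling was added after seeing the data.

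Printed values of the supplementary tables were compared with the deposited RPKM values, and all values given with the paper's conclusions are the deposited ones. GO and KEGG enrichment, the HPLC contents, the qRT-PCR measurements, the phylogeny, GC content and the part of Supplementary Table S1 beyond its first 656 entries were not analysed here.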

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

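Of the tests in this part, the one on the 4 single unigenes was chosen only after the result was seen.

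The paper's text gives numbers of unigenes that rose and no number of those that fell. With the deposited library totals 4441 unigenes fell at MeJA-1h, 5046 at MeJA-6h, 2684 at YE-1h and 2093 at YE-12h, against 3213, 2861, 3270 and 1571 that rose. Falls outnumbered rises in all comparisons but YE-1h. Whether this balance may come from the scaling between libraries was tested first. With TMM scaling the share of rises among all calls went from 42.0% to 66.4% at MeJA-1h and from 36.2% to 56.8% at MeJA-6h, so the balance turned over. TMM scaling places the middle of the fold changes near 0, with the median log2 fold change going from -0.279 to -0.002 and from -0.221 to 0.018. The turnover follows from that assumption and does not show which scaling is right. When both libraries were thinned to the depth of the shallowest library, the share was 43.7% and 37.7%, and when the 100 most abundant unigenes of each library were left out of the totals it was 45.7% and 39.6%. A difference in depth and a few abundant unigenes therefore did not account for it. Whether the excess of falls with MeJA comes from the scaling or from a broad fall in expression after the elicitor was therefore not decided. GC content was not tested. For YE the depth and abundance tests were not run, but TMM scaling lowered the falls to 1852 at YE-1h and 1271 at YE-12h.

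Outside the unigenes listed in Table 2 and Supplementary Tables S4 to S7, the 2 largest rises and the 2 largest falls among unigenes with at least 100 reads in a library stood above the smallest measurable signal. SmiContig14835 had 2 reads in the control, 2416 in MeJA-1h and 4757 in MeJA-6h, a log2 fold change of at least 10.39 at MeJA-6h. It had 26 reads in YE-1h and 7 in YE-12h, and its log2 fold change at YE-1h was at least 2.61. SmiContig6853 had 71 reads in the control, 9660 in MeJA-1h, 27565 in MeJA-6h, 134 in YE-1h and 260 in YE-12h. Its log2 fold change was 8.35 at MeJA-6h, 0.40 at YE-1h and 1.26 at YE-12h. SmiContig18277 had 223 reads in the control, 0 in MeJA-1h, 166 in MeJA-6h, 61 in YE-1h and 241 in YE-12h, and its log2 fold change at YE-1h was -2.38. Its log2 fold change at MeJA-1h was -6.48, at least 89.2-fold lower than the control. The unigene c577_Sye-12h_g1_i1 had 195 reads in the control, 1 in MeJA-1h, 3 in MeJA-6h, 24 in YE-1h and 319 in YE-12h. Its log2 fold change at MeJA-1h was -6.29, at least 78.1-fold lower. At YE-1h it was -3.54 and at YE-12h 0.10.

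Variation between cultures of one condition was the explanation tested for these single unigenes. All 4 passed edgeR's exact test with an assumed coefficient of variation of 0.4 between libraries in the comparison named. That variation is an assumption and the unigenes were picked for their size of change, so the test does not decide. SmiContig14835 and SmiContig6853 rose in both MeJA libraries, and c577_Sye-12h_g1_i1 fell in both, with each library made from 3 mixed cultures. SmiContig18277 had a log2 fold change of -0.67 at MeJA-6h. TMM scaling moved log2 fold changes by 0.277 at MeJA-1h and 0.239 at MeJA-6h, far less than these changes. No gene name was at hand for these 4 unigenes. For the 3 unigenes that changed in both MeJA libraries a response to MeJA remains a hypothesis, since no culture was sequenced by itself.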

How the results depend on the processing

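No test in this part was chosen after its result was seen, except the scaling by edgeR's upper-quartile method, which was added after seeing the data. No paired analysis was possible because each condition has 1 library and carries no replicate number. For the same reason no replicate was left out.

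An FDR of 0.05 and a minimum of 30 reads kept each of the 13 counts from the read test within 1.5 times its value. Setting control RPKM values under 1 to 1 kept 20 of 21 results within that range. The comparison of the highest libraries was the same, 59 of 61 P450 list entries, when another unigene of the pathway gene was used. A P450 unigene on several lists is counted in each of them. The 61 leave out the lists of *HPPR1* (9) and *TAT1* (15), which have no other unigene, and over all lists the number was 75 of 85. The cause was not tested for any of the changes that follow. TMM scaling moved log2 fold changes up by 0.277 at MeJA-1h, 0.239 at MeJA-6h, 0.145 at YE-1h and 0.161 at YE-12h.

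Under edgeR's exact test with an assumed coefficient of variation of 0.2, 1623 unigenes rose and 800 fell at MeJA-1h, 1305 and 1088 at MeJA-6h, 1422 and 435 at YE-1h, and 459 and 145 at YE-12h. At either time 2192 rose with MeJA and 1637 with YE, as did 146 and 99 of the TFs and 9 of the Table 2 unigenes. With a coefficient of variation of 0.4, 167 rose and 18 fell at MeJA-1h, 119 and 14 at MeJA-6h, 93 and 5 at YE-1h, and 26 and 0 at YE-12h. At either time 231 rose with MeJA and 115 with YE, as did 21 and 9 of the TFs and 0 of the Table 2 unigenes. When this test was required of unigenes over 2-fold, 2 tanshinone unigenes were left with MeJA and 0 with YE, 1 and 0 phenolic acid unigenes, 0 and 2 of the tanshinone P450s, and 1 and 0 of the phenolic acid P450s. On simulated counts this test recovered 0 of 200 changed unigenes, so its low counts show its lack of power as well.

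With TMM scaling the falls were 2172 at MeJA-1h, 2960 at MeJA-6h and 1271 at YE-12h, and with DESeq2's size factors 2148, 2951 and 1237. Upper-quartile scaling gave 2713 falls at MeJA-1h. With DESeq2's size factors rises made up 66.7%, 57.0%, 68.7% and 62.8% of the calls, and with upper-quartile scaling 58.8%, 50.1%, 62.1% and 56.0%. TMM and DESeq2 scaling each gave 12 tanshinone P450s over 2-fold with MeJA (7 with the deposited totals) and 2 phenolic acid P450s with YE (1). The median log2 fold change of the tanshinone unigenes rose to 0.89, 0.78, 1.33 and 1.02 with TMM, and to 0.90, 0.79, 1.33 and 1.03 with DESeq2's size factors. That of the phenolic acid unigenes rose to 1.92, 1.66 and 0.23 at MeJA-1h, MeJA-6h and YE-1h with TMM, and to 1.93, 1.66 and 0.24 with DESeq2's size factors. At YE-12h it changed sign, from -0.03 to 0.13 and 0.14.

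Under TMM and DESeq2 scaling, 8 of the log2 fold changes of named unigenes changed sign. These were 0.06 and 0.07 for *DXR*, 0.18 and 0.19 for *MCS*, 0.19 and 0.20 for *IDS*, and 0.11 and 0.12 for *CYP76AH3*, all at MeJA-1h. At YE-1h *C4H1* went to 0.04 and 0.05 and the reductase SmiContig6622 to 0.13 and 0.14. At YE-12h *TAT1* went to 0.12 and 0.12 and the laccase c22112_Smj-6h_g1_i1 to 0.08 and 0.09.

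With a pseudocount of 1 RPKM the falls at YE-12h were 1381. The number over 2-fold with YE was 0 for phenolic acid unigenes and 0 for phenolic acid P450s. Medians of the tanshinone unigenes were 0.44 at MeJA-6h, 1.14 at YE-1h and 0.77 at YE-12h, and the bHLH unigene c21928_Smj-1h_g1_i2 went from at least -0.19 to 0.29 at YE-12h. It had 0 reads in the control and 4 in YE-12h, so the former is a lower bound and not a fall. The number of phenolic acid unigenes over 2-fold with YE was also 0 with control RPKM values under 1 set to 1, and 1 when the read test was required.

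With the unigenes of each gene summed, the tanshinone medians were 1.00 at MeJA-1h, 0.76 at MeJA-6h and 1.01 at YE-12h. The phenolic acid median was 1.3 at MeJA-1h, and at YE-1h it changed sign, from 0.09 to -0.10.

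Over the named unigenes and these settings, 609 values stayed on the same side of the thresholds, 30 newly passed, 8 no longer passed and 17 changed sign, with that lower bound counted among the 17. Depth limited the lower values: in the control 1183 unigenes had 3 reads or fewer, so their fold changes are lower bounds or were not computed.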

Differences from the paper's values

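Of the tests in this part, the comparison of other unigenes of a gene with the figures and the counts of printed against deposited values over whole tables were chosen only after the result was seen.

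The paper gives 45 P450 unigenes for MeJA and 27 for YE in the tanshinone pathway. Of the unigenes in Supplementary Table S5, 7 passed 2-fold with MeJA and 45 with YE. None of the alternatives set before the data were examined closed either gap, the nearest for MeJA being 12 with TMM or DESeq2 scaling. In Fig. 5 the paper uses 27 for P450s of the phenolic acid pathway. Supplementary Table S6 lists 26 for that pathway, all 26 of which passed 2-fold with MeJA. The paper gives 13 AP2-EREBP members induced by MeJA and 7 by YE, and here 21 and 17 passed. For MeJA the exact test with a coefficient of variation of 0.2 gave 18, within 1.5 times the paper's value, and the other alternatives did not, while for YE none did (11 at the nearest). Elsewhere the paper gives 13 AP2-EREBP unigenes up-regulated by MeJA alone and 6 by YE alone, and here 11 and 7 passed.

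The largest fold change with MeJA among phenolic acid unigenes is 13.6 in the paper. Here it was 40.3, for a *TAT2* unigene (SmiContig8005), with *RAS5* not ranked because its value of 18.9 is a lower bound. With control RPKM values under 1 set to 1 the largest was 13.6, for *RAS5* (c2000_Smj-6h_g1_i1), and with a pseudocount of 1 RPKM 11.8. TMM and DESeq2 scaling gave 48.8 and 49.0.

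In Fig. 3, read by eye, the paper's *HMGR2* is at about 3.1, about 2.1, about 2.5 and about 2.1 times the control at MeJA-1h, MeJA-6h, YE-1h and YE-12h. The values here for SmiContig32425 were 7.38, 4.65, 5.19 and 3.6. With the *HMGR2* unigenes summed they were 4.33, 2.87, 3.3 and 2.56, within the limit, and no other alternative closed the gap. The unigene c23185_Sye-12h_g2_i3, looked at after seeing the values, was at 3.18, 2.13, 2.55 and 2.15. The paper's *CPS1* is at about 1.2 at MeJA-1h, about 0.6 at MeJA-6h and about 2.9 at YE-12h in Fig. 3, against 2.43, 2.04 and 1.72 here for SmiContig26967. Summing the unigenes gave 2.51 at YE-12h, which closed that gap, and no alternative closed those with MeJA. The other unigene, SmiContig19468, also looked at after seeing the values, was at 1.28, 0.902 and 3.6. The paper's *CYP76AH1* is at about 0.6 at MeJA-6h and about 3.1 at YE-12h in Fig. 3, against 1.65 and 4.68 here. Summing (4.18) closed the gap at YE-12h, and no alternative closed that at MeJA-6h. A pseudocount of 1 RPKM (4.65) hardly moved the value at YE-12h, which then lay at the limit of 1.5 times the paper's. In Supplementary Fig. S3 the paper's *C4H1* is at about 3.6 at MeJA-1h, against 2.04 here, where TMM (2.47) and DESeq2 scaling (2.48) closed the gap and the other alternatives did not. Another *C4H1* unigene, SmiContig7468, was at 4.13.

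Values printed in the paper's tables were set beside the deposited RPKM values of the same unigene and library. No alternative applies to these. In Supplementary Table S4, *TAT2* SmiContig32539 is printed by the paper as 14.3327 at MeJA-1h and 15.2633 at MeJA-6h, and the deposited values are 4.333 and 5.263. *TAT2* SmiContig8005 is printed by the paper as 11.0208 at MeJA-6h, and the deposited value is 1.021. In the control, YE-1h and YE-12h it is printed as 1.2092, 1.68661 and 1.29266, and the deposited values are 0.2092, 0.6866 and 0.2927. *4CL1* SmiContig25308 is printed by the paper as 2.47994 in the control, and the deposited value is 3.4799. *RAS5* c2000_Smj-6h_g1_i1 is printed by the paper as 1.0 in the control, 1.1979 at MeJA-1h, 1.16693 at YE-1h and 1.15625 at YE-12h, and the deposited values are 0.2373, 0.1979, 0.1669 and 0.1563.

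In Supplementary Table S7 the paper's control value is 1.0 for MYB SmiContig10176 (deposited 0.2541), WRKY SmiContig31623 (0.1547), AP2-EREBP c18443_Smj-1h_g1_i1 (0.08172) and bHLH c21928_Smj-1h_g1_i2 (0.0). The paper's value is also 1.0 at YE-1h and YE-12h for the AP2-EREBP unigene (deposited 0.1149 and 0.0538) and for the bHLH unigene (0.05963 and 0.2233). For NAC c22275_Sye-1h_g1_i3 the paper prints 2.72577 in the control and 1.36812 at YE-12h, and the deposited values are 1.368 and 2.726.

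Counted over whole tables, 166 of 185 values of the phenolic acid part of Supplementary Table S4 and 312 of 330 of its tanshinone part equal the deposited RPKM. Of the phenolic acid values, 14 are higher than the deposited value by a whole number of up to 10, 1 is lower and 4 under 1 are printed as 1. In the tanshinone part 13 are higher by 1 and 5 are printed as 1. As printed, 37 of the 37 phenolic acid unigenes exceed 2-fold, and 35 do with the deposited values. In Table 2 the paper prints 67.93 at MeJA-1h for laccase 2 SmiContig6627, and the deposited value is 61.93. As printed 19 of its 20 unigenes exceed 2-fold and with the deposited values 18 do. In Supplementary Table S5, 223 of 225 values are equal, and in Supplementary Table S6 130 of 130.

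In Supplementary Table S7, 1407 of 1875 values equal the deposited RPKM of the library they are printed under. For 197 unigenes, which are all those of the 33 families other than WRKY, MYB, bHLH, AP2-EREBP and GRAS, the values printed as control and as YE-12h are exchanged relative to the deposited ones. With the exchange undone, 1716 values are equal, 55 under 1 are printed as 1, 40 are higher by a whole number, 59 are lower by a whole number and 5 differ otherwise. All 40 of the higher values are printed under elicited libraries, of which 12 are printed as YE-12h and match the deposited control value plus a whole number. All 59 of the lower values are printed as control, and the largest difference is 500. The values that are higher, lower or otherwise different belong to 71 unigenes. As printed, 70 of the 71 exceed 2-fold in an elicited library, with the deposited values in the exchanged columns 5 do, and with the deposited values in their own columns 69 do. SmiContig22538 and SmiContig4954 are printed in both tables. In Supplementary Table S4 the paper prints 100.425 and 80.6823 for them in the control and 275.116 and 283.901 at YE-12h, as deposited. In Supplementary Table S7 it prints 75.1161 and 23.9006 in the control and 100.425 and 80.6823 at YE-12h.

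The paper states that all TFs listed passed its thresholds, and 348 of 375 did here, with 361 under an FDR of 0.05 or TMM scaling. The paper names WRKY, bHLH, AP2-EREBP and NAC as the 4 major families, and here MYB (38) had more up-regulated unigenes than AP2-EREBP (28) or NAC (25). With TMM or DESeq2 scaling the paper's numbers of 59 WRKY and 51 bHLH unigenes, and of 8 WRKY unigenes up-regulated by MeJA alone, were reached. With control RPKM values under 1 set to 1, the paper's 33 tanshinone unigenes over 2-fold with MeJA were reached (34 otherwise), while the number of their enzymes went from the paper's 18 to 17. This setting also gave the paper's fold change of 13.6 for *RAS5* (at least 18.9 otherwise). The paper states that *TAT* and *4CL* were induced by MeJA. *TAT1* SmiContig5984 had log2 fold changes of 1.98 and 2.34 and *4CL3* SmiContig31406 of 1.84 and 1.6. *TAT2* SmiContig32539 had -0.44 and -0.16, the latter above 0 with TMM scaling. *4CL1* SmiContig25308 had 0.79 and 0.58, and 1.07 at MeJA-1h with TMM scaling.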

Other observations

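Of the tests in this part, those on the fold changes of Supplementary Table S1, on the *CPS1* unigenes and on the exchanged values were chosen only after the result was seen.

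A library in the name of a unigene was taken as the one it was assembled from. Unigenes without a library name were taken as merged, which is an assumption. Of unigenes named after MeJA-1h, 13.42% rose at MeJA-1h, against 2.03% of those named after the control, a ratio of 6.6. Of those named after YE-1h 14.21% rose at YE-1h, against 1.87% of those named after the control. Over all unigenes 4402 rose with MeJA and 3942 with YE, but among the 32838 merged unigenes 2462 rose with MeJA and 2521 with YE, a ratio of 0.98. Whether a unigene is assembled from 1 library or merged depends on its expression in the libraries. These numbers therefore do not show whether the assembly or a larger response to MeJA gave the larger count.

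MeJA-1h and YE-1h shared 1005 up-regulated unigenes, where independent lists of these sizes would share 189.2, a ratio of 5.31. If the common control library were the source, other pairs of MeJA and YE libraries would share as much. MeJA-6h and YE-12h shared 673 against 81.0, a ratio of 8.31, so the ratio at 1 h was 0.64 of the later one and the common control remains a candidate explanation. Low read numbers were not the source, since the ratio was 7.6 among unigenes with at least 100 control reads. Time after treatment was not decided. The ratio at 1 h was 0.82 of that of MeJA-1h with YE-12h (6.48), but it was above that of MeJA-6h with YE-1h (4.22). The opposite also occurred: 163 unigenes rose in one and fell in the other of MeJA-1h and YE-1h.

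The log2 fold changes in the part of Supplementary Table S1 at hand lay above those of the deposited RPKM values by a median of 0.191 at MeJA-1h and 0.172 at MeJA-6h. Upper-quartile scaling of the 2 libraries shifts log2 fold changes by 0.189 and 0.171, within 0.002 of the excess, while TMM scaling of the 2 libraries misses it by up to 0.091. Upper-quartile scaling is a candidate explanation. Under it 360 of 360 and 296 of 296 entries passed, against 308 and 280 with the deposited totals. The entries' own log2 fold changes were at least 1.02, so a shift close to their excess lifts them to about 2-fold or more. Their passing is therefore no separate evidence for upper-quartile scaling. No biological explanation was tested. The entries hold FDR values up to 0.0497, and 122 of the 656 are at 0.01 or more.

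The *CPS1* unigenes differed in their change with MeJA. SmiContig26967 rose by 1.28 and 1.03 on the log2 scale at MeJA-1h and MeJA-6h, and SmiContig19468 by 0.35 at MeJA-1h with -0.15 at MeJA-6h, which is 0.09 with TMM scaling. The ratio of their RPKM values went from 1.57 in the control to 3.54 in MeJA-6h, a change of 2.26-fold. This ratio restates the difference between the log2 fold changes, so it does not show how reads were divided between the unigenes, and the cause was not tested.

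Unigenes of one pathway enzyme were on average closer to each other than random unigenes, but not in every enzyme. Over 25 enzymes with several unigenes, the mean standard deviation of log2 fold changes within an enzyme was 0.36, against 0.65 for random unigenes of the same expression, a ratio of 0.55. The *TAT2* unigenes SmiContig32539 and SmiContig8005 had log2 fold changes of -0.44 and 5.33 at MeJA-1h. Reads shared between similar unigenes and a common regulation were not told apart by this ratio.

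The log2 fold changes of *CPS* unigenes with MeJA and with YE differed from unigene to unigene. These unigenes were picked out after their values were seen, some rose with both elicitors, and a difference between the elicitors was not tested. The 5 *CPS3* unigenes had log2 fold changes from 1.07 to 2.42 at MeJA-1h and from -1.12 to -0.06 at YE-1h, where TMM scaling adds 0.15 and turns the highest of them above 0. The *CPS5* unigenes SmiContig26569 and SmiContig26570 had 1.03 and 0.94 at MeJA-1h and 2.42 and 2.44 at YE-1h. The *CPS4* unigene c22650_Smj-1h_g3_i1 had 2.4 at MeJA-1h and 0.14 at YE-1h. The *GPPS2* unigene c15505_Smj-1h_g1_i1 had 4.83 at MeJA-1h and 0.61 at YE-1h.

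For the exchanged control and YE-12h values of Supplementary Table S7, a mislabelled sample is 1 possible explanation. It would affect the values of all unigenes alike. Of the 372 entries of Table 2, Supplementary Tables S4 to S6 and the WRKY, MYB, bHLH, AP2-EREBP and GRAS families of Supplementary Table S7, 0 had the exchange. SmiContig22538 and SmiContig4954 are printed without it in Supplementary Table S4 and with it in Supplementary Table S7. A mislabelled sample was therefore not the source. For 13 log2 fold changes of exchanged TFs in Supplementary Table S1, the median absolute difference was 0.183 from the deposited ratio and 0.632 from the ratio printed in Supplementary Table S7. No other explanation was tested.

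The unigene c21531_Smj-6h_g1_i1 is named *CYP76AH1* in Supplementary Table S4 and CYP76C2 in Supplementary Table S5, where it is listed as co-expressed with *CYP76AH1*. The unigene c22489_Smj-1h_g1_i4 is named *CYP76AH3* in the former and CYP76C2 in the latter.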
